# Effete and Cullin 4 affect nuclear organization of the *gypsy* chromatin insulator

**DOI:** 10.1186/s12915-026-02596-6

**Published:** 2026-04-17

**Authors:** Shue Chen, Dagyeong Yang, Elissa P. Lei

**Keywords:** Ubiquitination, Effete, Cullin 4, *Gypsy* insulator, 3D genome organization, TAD borders, Gene expression

## Abstract

**Backgound:**

Chromatin insulators demarcate the genome into distinct transcriptional domains and contribute to higher-order genome organization. In Drosophila, Su(Hw), CP190, and Mod(mdg4)67.2 are core protein components of the gypsy insulator complex. Multimerization of these core components contributes to the formation of large structures within the nucleus termed insulator bodies. Post-translational modifications of insulator proteins appear to affect insulator body localization and to be required for full insulator activity, but few factors involved in these processes have been identified.

**Results:**

To address this gap in understanding, we performed a high-throughput visual screen for Mod(mdg4)67.2-GFP localization using a ubiquitination-related RNAi library. We identified ubiquitination pathway proteins Effete (Eff) and Cullin 4 (Cul4), as novel regulators of CP190 localization and function. Both Eff and Cul4 physically associate with *gypsy* insulator proteins and promote *gypsy*-dependent insulator barrier activity. Moreover, Cul4 extensively colocalizes with CP190 on chromatin and assists in the recruitment of CP190 to *gypsy* sites. Both Eff and Cul4 affect transcription near topologically associating domain (TAD) borders, with Eff specifically altering the three-dimensional (3D) nuclear positioning of *gypsy* insulator sites.

**Conclusions:**

Our findings reveal a novel role for ubiquitination pathway-related enzymes in chromatin insulator activity, 3D genome organization, and gene expression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-026-02596-6.

## Backgound

Chromatin insulators are DNA–protein complexes that control higher-order genome organization to regulate gene expression. Insulators prevent improper interactions between cis-regulatory elements and promoters, thereby promoting the organization of eukaryotic genomes into independent transcriptional domains [1–3]. Insulators also act as a barrier to prevent the spread of repressive chromatin over transcriptionally active genes. By promoting DNA looping, insulators stabilize contacts or block communication between distant sites [4]. In *Drosophila*, several zinc-finger proteins have been identified to assist the chromatin binding of the universal CP190 (Centrosomal protein 190) insulator protein [5–8]. One well-characterized insulator complex, the *gypsy* chromatin insulator (also known as the Suppressor of Hairy wing [Su(Hw)] insulator), mainly localizes to introns and intergenic regions of the genome [9, 10]. However, other DNA-binding insulator proteins such as CTCF, BEAF-32, M1BP, and ZIPIC, which also physically associate with CP190, are mostly enriched near gene promoters and TAD borders [10–12]. Previous work has shown that depletion of Su(Hw) can alter the genome-wide distribution of CP190 and lead to its accumulation at non-Su(Hw) insulator sites [13], perhaps affecting overall 3D genome organization.

The three core components of the *gypsy* insulator complex are Su(Hw), Mod(mdg4)67.2 (Modifier of mdg4 [Mod(mdg4)] 67.2 kDa isoform), and CP190. Su(Hw) recruits the other core components to chromatin and harbors a cluster of 12 zinc fingers, which dictate its DNA-binding specificity [6, 14, 15]. CP190 and Mod(mdg4)67.2 both harbor an N-terminal BTB/POZ domain and can form homo- or heterodimers [6, 16, 17]. Multimerized *gypsy* insulator proteins coalesce into discrete foci termed insulator bodies in interphase cells [18, 19]. The formation of insulator bodies can also be induced by stress, such as osmostress and cold temperature [13, 20]. While the physiological function of a visually defined structure such as the insulator body is difficult to assess, *gypsy* insulator function is highly correlated with the wild-type localization of *gypsy* insulator bodies [6, 18, 19, 21, 22]. Thus, monitoring the localization of insulator bodies can be used as a functional readout of *gypsy* insulator function.

Insulator proteins can be post-translationally modified by SUMOylation, which affects their nuclear localization and likely their function. Both CP190 and Mod(mdg4)67.2 have been shown to be SUMOylated in vitro and in vivo [23–25], but these studies arrived at opposing conclusions regarding whether this modification leads to a positive or negative effect on insulator activity. Furthermore, an E3 ubiquitin ligase, Topors (*Drosophila* Topoisomerase I-interacting RS protein) promotes the formation of insulator bodies and *gypsy* insulator enhancer-blocking activity [26]. Moreover, Topors overexpression antagonizes CP190 and Mod(mdg4)67.2 SUMOylation [25]. Topors functions through physical interaction with LaminB to tether *gypsy* insulator complexes to a nuclear substrate [26], but it is unknown whether or how ubiquitination plays a role in insulator function.

Ubiquitin transfer to the substrate is catalyzed by an E2 ubiquitin-conjugating enzyme, such as the highly conserved Eff (also known as UbcD1). *Drosophila* Eff has been found to prevent telomere fusion and repress gene expression near the telomere [27, 28]. DamID profiling in Kc167 (Kc) hemocyte cells showed that Eff preferentially associates with repressive regions in BLUE (Polycomb Group) and BLACK (low expression) chromatin, similar to Su(Hw) and LaminB [29]. Mutation of *eff* was also shown to enhance the *polycomb* phenotype of *polyhomeotic* mutants [30]. While Eff functions in ubiquitin-mediated degradation of several proteins during development and cell cycle progression through regulation of Cyclin A [27, 31–35], these factors are not chromatin related, and it remains unknown what other ubiquitination pathway-related factors may cooperate with Eff.

E2 ubiquitin-conjugating enzymes require an E3 ubiquitin ligase to transfer ubiquitin to target proteins, and E2-E3-substrate interactions can be promoted by scaffolding proteins termed Cullins. Like Eff, Cullin 4 (Cul4) is essential for proper cell cycle progression but functions through degradation of the Cdk inhibitor Dacapo and Cyclin E [36]. Moreover, highly conserved *S. pombe* and human Cul4 orthologs can alter histone methylation to regulate gene expression [37–39]. To date, no evidence shows a physical or functional interaction between Eff and Cul4.

Here, we performed a high-content RNAi imaging screen to identify ubiquitination pathway factors that affect *gypsy* insulator localization using Mod(mdg4)67.2-GFP-tagged Kc cells. We newly identified two factors, Eff and Cul4, that affect the formation of *gypsy* insulator bodies and explored whether they might cooperatively influence *gypsy* insulator function and/or 3D genome organization. We found that Eff and Cul4 physically interact with one another and CP190, and both factors promote *gypsy* insulator barrier activity. ChIP-seq profiling in Kc cells revealed extensive overlap between Cul4 and CP190 at promoters, affecting the expression of genes located near TAD borders. Finally, depletion of Eff specifically alters the 3D positioning of *gypsy* insulator binding sites, providing further evidence for the involvement of ubiquitination factors in promoting *gypsy* insulator activity, genome organization, and gene regulation.

## Results

### Eff and Cul4 affect the nuclear localization of insulator bodies and physically interact with CP190

Localization of *gypsy* insulator bodies has previously been used as a phenotypic readout for a high-content visual screen to identify factors that affect *gypsy* insulator activity. For example, NURF301 and Pita were identified as regulators of Mod(mdg4)67.2-GFP localization in Kc cells after knockdown using the *Drosophila* RNAi Screening Center (DRSC) transcription factor sub-library [13]. In this study, we used the same strategy to screen the ubiquitin-related DRSC sub-library, which contains 439 genes. For the screening, *mcherry* dsRNA was used as a negative control, and we also verified that *mod(mdg4)67.2* knockdown reduces the GFP signal (Additional File 1: Fig. S1). We used *su(Hw)* knockdown as a positive control, resulting in a statistically significant increase in large Mod(mdg4)67.2-GFP foci, likely due to resultant release from chromatin and increased propensity to multimerize under these conditions [13]. Two strong hits were identified in this screen, Eff, an E2 ubiquitin-conjugating enzyme, and Cul4, a scaffolding component of a Cullin-RING E3 ubiquitin ligase complex [40–42] (Additional File 1: Fig. S1 and Additional File 2: Table S1). Follow-up knockdown analysis of cells grown at room temperature and imaged on glass slides shows that knockdown of *eff* leads to an increase of large GFP foci similar to knockdown of *su(Hw)*, while *cul4* knockdown results in a similar effect (Fig. 1A–B). Importantly, no significant effect on cell viability or changes in endogenous core *gypsy* insulator protein or Mod(mdg4)67.2-GFP expression levels are observed after knockdown of either factor (Fig. 1C, Additional File 1: S2A, and Additional File 2: Table S2–3), indicating no steady-state effect on the turnover of insulator proteins. Moreover, Eff or Cul4 protein levels also show little change after the depletion of each other (Fig. 1C and Additional File 1: S2A-B). Although Eff and Cul4 are both implicated in Cyclin E degradation [35, 36], we did not observe any G_1_ cell cycle arrest after knockdown of *eff* or *cul4* (Additional File 1: Fig. S2C) in contrast to previous studies using higher levels of dsRNA [36, 43]. Previous studies have shown that SUMO and Topors both affect the formation of insulator bodies in interphase cells [23, 25, 26]. In our screen, s*mt3*, which encodes SUMO, was also identified as a hit, but its depletion resulted in high levels of cell death and was therefore not further pursued (Additional File 2: Table S2). Furthermore, no change in large GFP foci or *gypsy* insulator protein levels was observed after depletion of Topors in Kc cells (Additional File 1: Fig. S2D–F). Based on these results, we determined that Eff and Cul4 affect the localization of *gypsy* insulator bodies, and Topors does not function similarly to Eff or Cul4 with respect to Mod(mdg4)67.2-GFP localization.

**Fig. 1:**
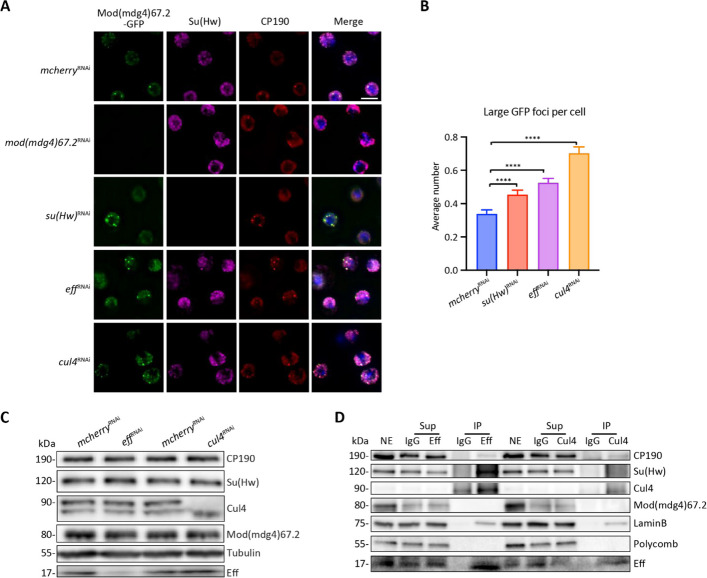
Eff and Cul4 affect the formation of *gypsy* insulator bodies and physically associate with CP190. **A** Representative images of insulator bodies marked by Mod(mdg4)67.2-GFP (green), Su(Hw) (magenta), and CP190 (red). Nuclei are marked with DAPI (blue) in the merged image. Kc cells were transfected with *mcherry* (control)*, su(Hw)*,* mod(mdg4)67.2*,* eff*, or *cul4* dsRNA and were incubated at 25 °C for 4 d before fixation and immunostaining using anti-GFP, anti-Su(Hw), and anti-CP190, respectively, on glass slides. The maximum-intensity projection of the *z*-stack is shown for visualization purposes only. Scale bars: 5 μm. **B** Quantification of the average number of large (volume > 0.5 μm^3^) GFP foci per cell. Cells knocked down with *mcherry* dsRNA were used as a negative control and compared with other dsRNA treatments. Three biological replicates and n > 500 cells for each condition were used in this assay. Data were analyzed with a two-tailed unpaired t-test, and error bars represent standard deviation. ****P < 0.0001. **C** Western blotting of total lysates from control, *eff* and *cul4* knockdown Kc cells to assess any impact on *gypsy* insulator protein levels when Eff or Cul4 is depleted in cells. Tubulin was used as a loading control. **D** Immunoprecipitation of Eff or Cul4 co-purifies CP190 and LaminB. Nuclear extracts (NE) were obtained from embryos aged 0–24 h collected at room temperature and immunoprecipitated with rabbit anti-Eff, rabbit anti-Cul4 antibody, or normal serum (IgG) as indicated. NE input, unbound supernatant (Sup) and bound (IP) fractions are shown. Polycomb is not co-purified and is shown as a negative control

We next assessed whether Eff or Cul4 may physically interact with *gypsy* insulator core components in vivo. We examined previous mass spectrometry analysis of immunoaffinity purifications of either anti-CP190 or anti-Su(Hw) and found that Eff and Cul4 are indeed co-purified at low levels (Additional File 2: Table S4–5) [44]. To validate these results, we performed anti-CP190 purification from *Drosophila* embryonic nuclear extracts and confirmed the presence of Eff and Cul4 by Western blotting, and these factors are not substantially associated with normal IgG (Additional File 1: Fig. S2G). We also found that CP190, Su(Hw), and Cul4 are immunopurified using anti-Eff at a higher level than with normal IgG (Fig. 1D). Moreover, Eff and CP190 are also present specifically in anti-Cul4 immunoprecipitates. Interestingly, Eff and Cul4 also co-purify LaminB but not Mod(mdg4)67.2. As a negative control, Polycomb was not co-immunoprecipitated with any of these antibodies. These results support physical interaction between Eff and Cul4 and their association with CP190 and Su(Hw) at sub-stoichiometric levels in nuclear extracts.

### Eff and Cul4 promote *gypsy* insulator barrier function

Next, we explored whether Eff and Cul4 play a role in *gypsy* insulator function. To verify knockdown efficiency in vivo, we used the ubiquitously expressed *Act5C-Gal4* driver to express an RNAi hairpin targeting *eff* or *cul4*, respectively, and performed western blotting of second instar larvae (Fig. 2A). Consistent with previous studies, ubiquitous depletion of Eff or Cul4 using *Act5C-Gal4* leads to 100% lethality by the third instar larval stage [27, 45]. Therefore, we performed ubiquitous but lower-expression knockdown using *da-GAL4*, allowing development to the pupal stage but not adult eclosion.

**Fig. 2:**
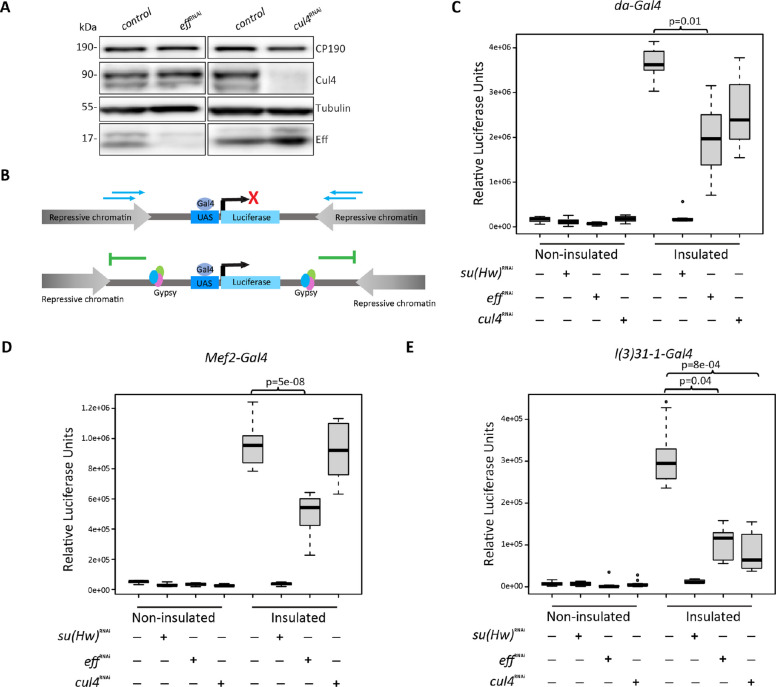
Eff and Cul4 promote *gypsy* insulator barrier activity. **A** Western blotting of second instar larval extracts for Eff, Cul4, CP190, and Tubulin as a loading control in control, *eff*, and *cul4* RNAi knockdown flies using the ubiquitously expressed *Act5C*-Gal4 driver. **B** Schematic diagram of in vivo* gypsy*-dependent insulator barrier assay. The spreading of repressive chromatin in the non-insulated UAS-luciferase line reduces luciferase expression, while the presence of the *gypsy* insulator in the insulated line acts as a barrier to allow luciferase expression. **C**–**E** Relative luciferase activity of insulated or non-insulated male third instar larvae of control, *eff*, or *cul4* RNAi driven by **C** *da*-Gal4 driver, **D** *Mef2*-Gal4 driver, and **E** *l(3)31–1*-Gal4 driver. *n* = 12 individual larvae in each genotype, and two independent experiments were performed with similar results. Data were analyzed with one-way ANOVA followed by Tukey HSD post hoc test to obtain *p*-values for pairwise comparisons. The box represents the 25–75th percentiles with the median indicated, and the whiskers show the minimum and maximum values. All comparisons are shown in Additional File 2: Table S6

We examined the effect of Eff and Cul4 on *gypsy*-dependent barrier activity in various tissues of third instar larvae. In this assay, an upstream activation site (UAS)-driven luciferase reporter, inserted into the transcriptionally repressed *attP3* genomic site, is either insulated by flanking Su(Hw) binding sites or not insulated (Fig. 2B). A tissue-specific Gal4 driver controls both the expression pattern of the luciferase reporter and specific knockdown of the *trans*-acting candidate of interest [22]. Ubiquitous depletion of Su(Hw) using *da-*Gal4 results in loss of barrier function and a significant decrease in luciferase expression specifically in the insulated line. Moreover, depletion of Eff driven by *da-*Gal4 shows a significant reduction in luciferase expression compared to the control insulated line (Fig. 2C, Additional File 2: Table S6). Depletion of Eff using muscle-specific *Mef2-*Gal4 driver or CNS-enriched *l(3)31–1-*Gal4 driver also leads to statistically significant decreases in luciferase activity compared to controls, indicating that Eff promotes *gypsy* insulator-dependent barrier activity in a variety of tissues (Fig. 2D–E, Additional File 2: Table S6). Interestingly, reduction of luciferase activity was observed only when Cul4 is depleted using the CNS and salivary gland-specific *l(3)31–1-*Gal4 driver (Fig. 2E). We performed quantitative ChIP-PCR for CP190 and Su(Hw) at the transgene *gypsy* elements and endogenous binding sites and validated strong binding surrounding the reporter (Additional File 1: Fig. S3 and Additional File 2: Table S7). In *cul4*^*RNAi*^ larvae driven by ubiquitous *da*-Gal4, CP190 and Su(Hw) binding were mildly increased whereas both factors were mildly decreased in *eff*^*RNAi*^ larvae. Contrasting results perhaps reflect the tissue-specific nature of functional effects of *cul4*^*RNAi*^. Interestingly, we found that association of Histone H3 was greatly reduced by both knockdowns at all sites tested, suggesting that chromatin compaction may be disrupted by depletion of Cul4 and Eff. This quantitative barrier assay shows that Eff is required for *gypsy* insulator function in all tissues tested, whereas Cul4 regulates barrier activity in a tissue-specific manner.

### Cul4 colocalizes with CP190 genome-wide

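Kc167 cells, a *Drosophila* line of hemocyte (blood cell) type, were treated for 4 days with mcherry dsRNA as the control, and chromatin bound by Cul4, CP190 or Su(Hw) was recovered with antibodies and sequenced. Cul4 is the scaffold of a family of ubiquitin ligases, Su(Hw) is the zinc-finger protein that binds *gypsy* insulator DNA, and CP190 is a partner of Su(Hw) and of other insulator proteins. In control cells, the CP190 libraries held 9149, 7358 and 8894 peaks (8467 ± 969, mean ± SD, n = 3), the rabbit Cul4 libraries 4447, 5355 and 4469 (4757 ± 518), the Su(Hw) libraries 4153, 4113 and 3863 (4043 ± 157), and the mouse Cul4 libraries 915, 933 and 809. The authors trimmed single-end reads of 50 bp with cutadapt 3.4, aligned them with Bowtie2 2.4.2 to FlyBase release 6.35, filtered them with samtools and Picard, and called peaks with MACS2 2.2.7.1 at a q of 1e-09. Each deposited list holds the peaks of 1 library, with the authors' fold enrichment over the local background and −log10 q, used here only to rank, filter or describe peaks within that list. Read totals are not in the lists. The lowest background that the fold and p of the peaks imply, a measure of depth, ran from 14.2 to 29.7 reads at a summit over the control libraries, and deeper libraries can call weaker sites. A reproducible site is a region with a peak in all 3 libraries of a group, and sites are shared where they overlap by at least 1 bp. Coordinates are 1-based on the release 6 assembly, with genes from the Ensembl annotation.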

To assess the potential interaction of Eff and Cul4 with *gypsy* insulator proteins on chromatin, we performed ChIP-seq analysis for Eff, Cul4, CP190, and Su(Hw) in Kc cells. We were unable to successfully perform ChIP with anti-human Eff antibodies, despite their prior validation for Western blotting (Figs. 1C and 2A). However, we attempted Cul4 ChIP using two independent sources of anti-human Cul4 antibodies and identified 3643 Cul4 peaks (Additional File 1: Fig. S4). 

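In control cells, the rabbit anti-Cul4 antibody gave 3720 reproducible sites with a median width of 558 bp. A further 801 regions held a rabbit Cul4 peak in 2 of the 3 libraries and 1057 in 1. The mouse anti-Cul4 antibody gave 774 reproducible sites, of which 391 (50.5%, 95% CI 46.9 to 54.1) overlapped a rabbit site. This was 13.9 times the mean of 1000 circular shifts along the chromosome arms, with a permutation p of 0.001, the smallest the shifts can give. *Rtnl1* on 2L carried a site of both kinds, the rabbit site from 5000907 to 5001993 and the mouse site from 5001177 to 5001697. The gene for Eff itself (3R, 14732414 to 14741319) carried a rabbit Cul4 site within 1 kb of a TSS, and the *Cul4* gene had none.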

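After 4 days of *cul4* dsRNA, the rabbit Cul4 libraries held 3037, 2378 and 3431 peaks, a mean of 2949 ± 532, fewer than in any control library (two-sided exact permutation p = 0.1, the smallest that 3 against 3 libraries can give). With all 6 libraries merged, 3718 regions held a Cul4 peak in the 3 control libraries. Of these, 766 (20.6%) held none in any *cul4* knockdown library and were counted as lost, and 2037 (54.8%) held one in all 6 libraries and were counted as kept. Lost Cul4 regions were weaker in control cells, at a median percentile of 42.2 by fold within their lists, against 68.1 for kept regions. Regions at *inc* (X, 1517547 to 1518208), *Loxl1* (3R, 31457827 to 31458487) and *COX7AL2* (2L, 2199498 to 2200681) had the highest rank among those lost. Lost and gained regions are named throughout by the gene with the nearest TSS, which can lie far from the region. The count depends on the rule, with 1713 lost regions where a difference of 2 libraries was enough and 509 where peaks needed a −log10 q of at least 20.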

We found that 2624 (72%) Cul4 peaks were reduced after depletion of Cul4 using DiffBind3 analysis, verifying the specificity of the antibody used for further analysis. We also identified 7037 CP190 and 3764 Su(Hw) peaks in the genome, with 2454 genomic sites (67% of Cul4 peaks) shared between CP190 and Cul4 (Fig. 3A–B). 

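CP190 had 7116 reproducible sites in control cells, with a median width of 690 bp, and Su(Hw) had 3758, with a median width of 528 bp. Of the Cul4 sites, 2520 (67.7%, 95% CI 66.2 to 69.2) overlapped a CP190 site. On the major chromosome arms the overlap held 2514 Cul4 sites, against a mean of 283 when the sites were shifted, a ratio of 8.89 (circular permutation p = 0.001, the smallest possible). Seen from CP190, 2446 of its sites (34.4%) overlapped a Cul4 site. The *eff* gene was among those with both Cul4 and CP190 within 1 kb of a TSS.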

Only 146 Su(Hw) sites overlap with Cul4 (4% of Cul4 peaks), and among those, 133 sites are also occupied by CP190 (Fig. 3B). Moreover, CP190 and Cul4 are mostly enriched at transcription start sites (TSS), while Su(Hw) is primarily located in introns and intergenic regions (Fig. 3C–D). 

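Su(Hw) sites overlapped 151 Cul4 sites (4.06%, 95% CI 3.45 to 4.74). On the major arms this was 140 sites, against a mean of 127 for shifted sites, so the overlap of Cul4 with Su(Hw) was not distinguishable from chance (circular permutation p = 0.154). Of the 151 sites, 142 also held CP190, among them sites at *inc*, *Loxl1* and lncRNA:CR45102 (X, 3703870 to 3704749), and 9 did not. Cul4 sites with CP190 held Su(Hw) more often than Cul4 sites without CP190, 5.63% against 0.75% (odds ratio 7.90, two-sided Fisher's exact p = 2.1e-15). The call for Cul4 and Su(Hw) depends on the setting. By the same permutation the overlap passed with regions called in 2 of 3 libraries (4.47%, p = 0.006) and without replicate 1 (4.12%, p = 0.008). When an overlap of 50% of the shorter site was required, the share was 3.17%. Shifted sites were counted at an overlap of 1 bp, so they cannot be set against that share.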

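In control cells, Cul4 and CP190 peaks lay close to a TSS and Su(Hw) peaks did not. The median distance from a summit to the nearest TSS was 94.3 ± 4.51 bp for Cul4, 320 ± 34.9 bp for CP190 and 3332 ± 21.8 bp for Su(Hw) (mean ± SD of 3 libraries each). Within 250 bp of a TSS lay 73.1% of Cul4 summits, 48.3% of CP190 summits and 6.55% of Su(Hw) summits. Introns held 37.1% and intergenic regions 22.0% of the reproducible Su(Hw) sites, together 59.1%. The differences between the proteins were many times the spread between libraries.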

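Of 18358 annotated genes, 4684 (25.5%) had a Cul4 site within 1 kb of a TSS in control cells, 7351 (40.0%) a CP190 site and 1268 (6.91%) a Su(Hw) site. CP190 was present at 3942 (84.2%) of the genes with Cul4, against 24.9% of the other genes (odds ratio 16.0). Su(Hw) was present at 306 of the Cul4 genes, 6.53% against 7.04% of the others (odds ratio 0.924, two-sided Fisher's exact p = 0.256), so Cul4 promoters carried Su(Hw) about as often as other promoters. At a −log10 q of at least 20 this odds ratio was 1.02. CP190 and Su(Hw) shared 1121 promoters, 15.2% of the genes with CP190 against 1.34% of those without (odds ratio 13.3).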

Overall, these results indicate extensive colocalization of Cul4 with CP190, particularly in promoter regions. We performed motif analysis of Cul4 binding sites using the HOMER algorithm and found enrichment of M1BP and BEAF-32 binding motifs, factors that are enriched at TAD boundaries (Fig. 3E). 

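Cul4 sites in control cells carried the sequences bound by the promoter factors M1BP and BEAF-32 more often than the DNA beside them. Within 100 bp of the summit, the M1BP consensus GTGTGACC was found at 289 of 3709 Cul4 sites (7.79%), against 0.593% of windows 1 kb to either side (odds ratio 14.2, adjusted Fisher's exact p = 1.8e-93). The BEAF-32 consensus TATCGATA was found at 181 sites (4.88%, against 0.526%, odds ratio 9.71, adjusted exact p = 4.0e-51). A CTCF-like sequence was found at 1.43% of Cul4 sites (odds ratio 3.15, adjusted exact p = 2.3e-07) and the Su(Hw) motif at 0.539% (adjusted p = 0.087). The Su(Hw) motif passed at Cul4 sites with a window of 250 bp (odds ratio 2.01). CP190 sites carried the M1BP motif (7.23%), the BEAF-32 motif (7.86%) and the Su(Hw) motif (15.0%), and 34.9% of Su(Hw) sites carried the Su(Hw) motif. Against other promoters in place of the flanks, the odds ratio at Cul4 sites was 2.95 for M1BP (adjusted exact p = 1.6e-39) and 1.11 for BEAF-32 (adjusted p = 0.253). With 1 mismatch allowed, the M1BP odds ratio was 2.78, the BEAF-32 one 1.92 and the CTCF-like one 1.05.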

Note that the binding motifs of BEAF-32 and DREF are nearly identical [46]. We also examined Cul4 enrichment near TAD boundaries. Approximately 51% of TAD boundaries harbor Cul4 binding, the majority of which are also occupied by CP190 (44% of total TAD boundaries) (Fig. 3F, Fisher’s exact test (FET), *P* < 2.2e − 16, odds ratio = 4.0). 

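In control cells, promoters of cytoplasmic ribosomal protein genes and of ubiquitin pathway genes were among those that carried Cul4 more often than other genes did, each list being tested against all other genes. Cul4 was found at 78 of 91 cytoplasmic ribosomal protein genes (85.7%, adjusted Fisher's exact p = 7.4e-32), 20 of 29 ubiquitin and cullin pathway genes (69.0%, 5.9e-06), 16 of 25 cell cycle genes (64.0%, 2.1e-04), 13 of 25 hemocyte genes (52.0%, 0.0145) and 12 of 23 insulator protein genes (52.2%, 0.0188). The hemocyte genes with Cul4 include *Hml*, *srp*, *ush*, *crq*, *Pvr* and the basement membrane genes *vkg*, *LanA*, *LanB1* and *LanB2*. Cul4 was rare at odorant and gustatory receptor genes (4 of 119, adjusted exact p = 1.3e-09) and cuticle protein genes (2 of 93, 1.0e-08). Of these lists, CP190 passed in the same direction at all but the hemocyte genes (8 of 25, adjusted exact p = 0.74). It also passed at mitochondrial ribosomal protein genes (54 of 73, adjusted exact p = 4.0e-08), where Cul4 did not (24 of 73, 0.304), and the proteins were not tested against each other. Su(Hw) passed as more frequent only at neuronal genes (7 of 16, 43.8%, adjusted exact p = 1.9e-04), those of *ChAT*, *Gad1*, *Sh*, *Syt1*, *brp*, *nSyb* and *para*. Of 48 tests of 16 lists and 3 proteins, 15 were higher and 6 lower than in the other genes. The call for Cul4 at proteasome genes (20 of 48, adjusted exact p = 0.043) ended at a −log10 q of at least 20 (adjusted p = 0.476), with regions called in 2 of 3 libraries (0.0876), without replicate 1 (0.0751) and with the other promoter definition (0.0734).

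**Figure D1:**
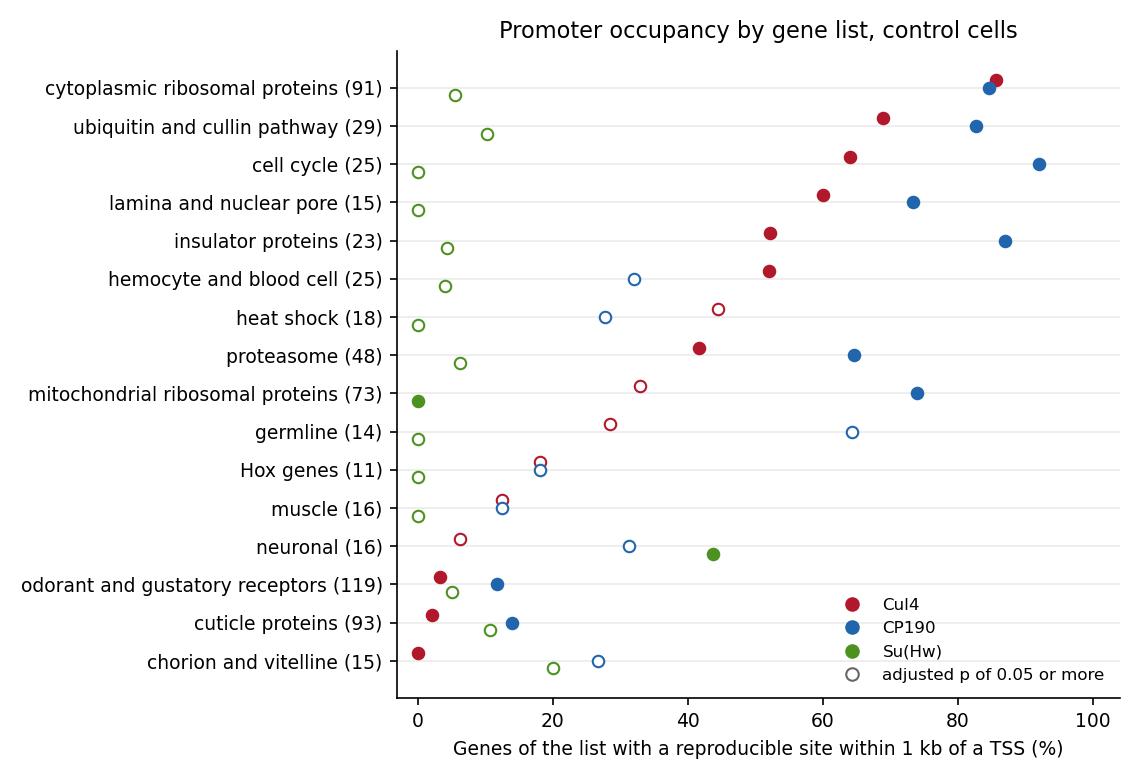
Percent of the genes of each list with a reproducible Cul4, CP190 or Su(Hw) site within 1 kb of a TSS in control cells.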

Our results indicate that, like CP190, Cul4 binds near TSSs and may affect gene regulation.

**Fig. 3:**
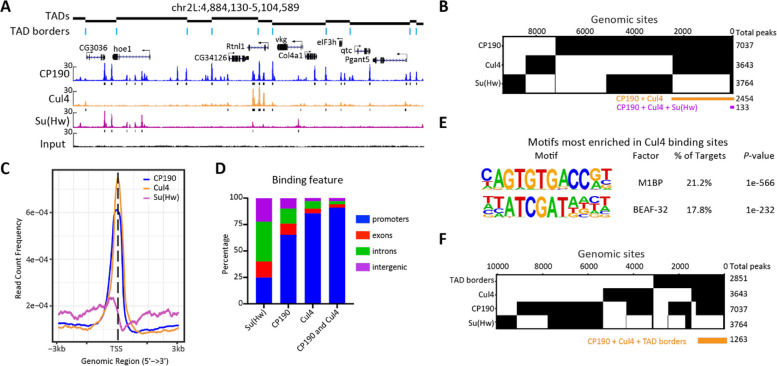
Cul4 colocalizes extensively with CP190 and binds chromatin at TAD borders. **A** Screenshot example of ChIP-seq profiles of CP190, Cul4, Su(Hw), and the input from Kc cells. Three biological replicates were performed for each sample, and peaks called by MACS2 are indicated by black bars. TADs and borders are indicated (top). **B** Binary heatmap of CP190, Cul4, and Su(Hw) binding sites in Kc cells ordered by supervised hierarchical clustering. For each factor, overlapping peaks among replicates were used. The total number of peaks of each factor is shown on the right. Each column represents a single genomic location, with the yellow bar indicating the overlapping sites of CP190 and Cul4, and the purple bar shows the colocalizing sites of CP190, Cul4, and Su(Hw). 2454 (67% of 3643) Cul4 peaks are shared with CP190, and 146 (4%) Cul4 sites overlap with Su(Hw). **C** Average signals of CP190 and Cul4 peaks, but not of Su(Hw), accumulate at the TSS. Data were collected from signals ± 3 kb of the TSS. **D** Bar plot showing the distribution of CP190, Cul4, Su(Hw), and overlapping sites of CP190/Cul4 with respect to genomic features. CP190, Cul4, and their overlapping sites are enriched at promoters, while Su(Hw) sites are mainly distal to promoters. **E** Motif enrichment of Cul4 binding sites in the genome. **F** Cul4 and CP190 are enriched at TAD borders. Binary heatmap of TAD borders, Cul4, CP190, and Su(Hw)*.* The total number of peaks is shown on the right, with overlapping sites indicated by the yellow bar

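Between *CG3036* and *Pgant5* (2L, 4892112 to 5093592), Cul4 had a reproducible site in control cells at 7 of the 9 genes drawn, CP190 at 8 and Su(Hw) at 4. *Rtnl1* held 4 Cul4 sites and 5 CP190 sites, among them overlapping ones at 5000907 to 5001993 and 5000970 to 5001922. The translation factor gene *eIF3h* held a Cul4 site from 5052502 to 5052958 and a CP190 site from 5052551 to 5053041. *hoe1* was of another kind, with 4 CP190 and 4 Su(Hw) sites and no Cul4 peak in any library. The collagen gene *vkg* held a Cul4 site from 5027282 to 5027642 and a Su(Hw) site from 5025769 to 5026216, with CP190 called at the gene in 2 of 3 libraries.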

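By class, 2378 Cul4 sites in control cells (63.9%, 95% CI 62.4 to 65.5) overlapped CP190 without Su(Hw), 3.82% overlapped both and 1191 (32.0%) overlapped neither. CP190 and Su(Hw) shared far more sites with each other than Su(Hw) did with Cul4. Of the Su(Hw) sites, 2835 (75.4%) overlapped CP190, 10.5 times the mean of the shifts, and 152 (4.04%) overlapped Cul4. Of the CP190 sites, 2777 (39.0%) overlapped Su(Hw).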

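Promoters, taken as the TSS and 1500 bp upstream, held 3192 Cul4 sites (85.8%, 95% CI 84.6 to 86.9), 4640 CP190 sites (65.2%) and 958 Su(Hw) sites (25.5%) in control cells. The share was highest for sites with both Cul4 and CP190, 2322 of 2520 (92.1%). Against Su(Hw), the odds ratio of lying at a promoter was 17.7 for Cul4, 5.48 for CP190 and 34.3 for their shared sites. Exons held 4.22% of Cul4 sites, 10.6% of CP190 sites and 15.4% of Su(Hw) sites. Single libraries gave the same order, with 82.7 ± 0.983% of Cul4 peaks, 63.4 ± 0.915% of CP190 peaks and 24.8 ± 0.117% of Su(Hw) peaks at promoters (mean ± SD, n = 3). From the sites shared by Cul4 and CP190 and their place near TSSs, the paper concludes that Cul4 colocalizes extensively with CP190, above all at promoters.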

### Eff and Cul4 regulate transcription of an overlapping gene set near TAD borders

As Cul4 is greatly enriched at TSSs, we performed nascent EU (neuRNA)-seq to examine newly synthesized transcripts in the *cul4* RNAi knockdown condition to determine whether Cul4 affects transcription genome-wide. Depletion of Cul4 results in up-regulation of 1156 genes and down-regulation of 834 genes (Fig. 4A–B). In Eff-depleted cells, 657 up-regulated genes and 536 down-regulated genes were identified. We found that 38% of differentially expressed genes (DEGs) in *eff* knockdown cells were also significantly affected after depletion of Cul4 (Fig. 4B). Because of the smaller fold change and number of differential genes in *eff* knockdown cells, the Pearson correlation score is positive but not high (*R* = 0.3) (Fig. 4B). These results indicate that the impact of Eff on transcription is milder compared to Cul4, even though they regulate gene sets that are partially overlapping.

**Fig. 4:**
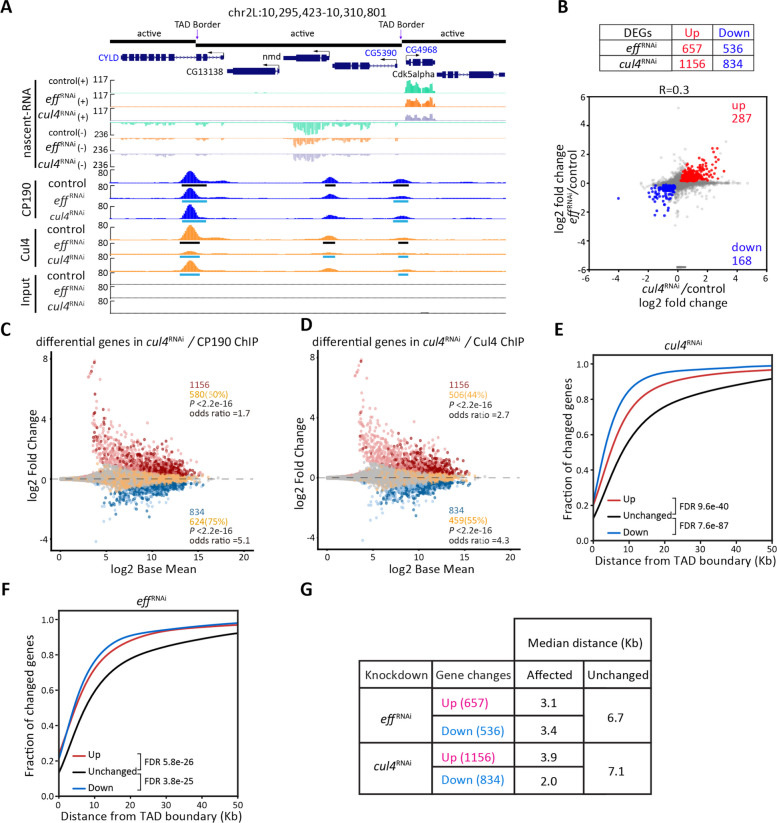
Eff and Cul4 transcriptionally regulate similar gene sets near TAD borders. **A** Example screenshot showing promoter association of CP190 and Cul4 at differentially expressed genes (DEGs) of neuRNA-seq after depletion of Eff or Cul4 in Kc cells. CP190 and Cul4 are enriched at promoters of genes located near TAD borders. Down-regulated genes are labeled in blue, and unaffected are labeled in black. Vertical arrows indicate TAD borders. Peaks called by MACS2 in control samples are indicated by black rectangles, with decreased peaks indicated with blue in knockdown conditions. The DiffBind algorithm was used to determine differential peaks, and three biological replicates were used for each condition (FDR < 0.05). **B** The table (top) shows the number of DEGs in neuRNA-seq analyzed by DEseq2. The scatter plot (bottom) compares neuRNA-seq profiles of *eff* and *cul4* RNAi to the control. Pearson’s R corresponds to the correlation coefficient between the two profiles. Common up-regulated genes are indicated in red, and common down-regulated genes are indicated in blue. **C**–**D** MA plots indicating neuRNA-seq affected genes after depletion of Cul4. Statistically significant changes include 1156 up-regulated genes (red) and 834 down-regulated genes (blue) using *P*_adj_ < 0.05. Unchanged genes without CP190 (**C**) and Cul4 (**D**) binding are indicated in gray. Promoters of unchanged genes containing CP190 or Cul4 peaks are colored in orange. Up-regulated genes with (dark red) or without (light red) peak at the promoter, and down-regulated genes with (dark blue) or without (light blue) binding at the promoter are shown. Two-sided Fisher’s exact test was used to obtain the *P*-value and odds ratio of CP190 or Cul4 binding at the promoter of affected genes compared to unchanged genes. **E**–**F** Cumulative histograms showing promoter distance from the closest TAD border classified by change in nascent expression in *cul4* (**E**) or *eff* (F) knockdown cells. Upregulated (red), downregulated (blue) or unchanged (black) genes are indicated. **G** The summary table shows the median distance from the closest TAD border to up- and down-regulated genes, respectively, compared to unchanged in either knockdown condition. FDR was determined by Mann–Whitney U test

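From *CYLD* to *Cdk5alpha* (2L, 10295859 to 10310956), 5 of the 6 genes drawn had a reproducible Cul4 site in control cells, none after *eff* knockdown and 3 after *cul4* knockdown. The Cul4 sites lay at 10298214 to 10299893 (*CYLD* and *CG13138*), 10303709 to 10304169 (*nmd* and *CG5390*) and 10306551 to 10307057 (*CG5390* and *CG4968*). All 6 genes had a CP190 site in control cells, 4 in *eff* knockdown cells and 1, *CYLD*, in *cul4* knockdown cells. At *CG4968*, CP190 was called in 3 control libraries, 1 *eff* knockdown library and 1 *cul4* knockdown library. Su(Hw) was called at none of these genes in any library.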

Given that chromatin binding of both Cul4 and CP190 is enriched at promoters, we quantified the number of DEGs in *cul4*-depleted cells that harbor binding of CP190 or Cul4 at the promoter. Using ChIP-seq peaks in the control condition, we found that 50% of promoters of up-regulated genes (Fig. 4C, FET, *P* < 2.2e − 16, odds ratio = 1.7) and 75% of promoters of down-regulated genes harbor CP190 chromatin binding (Fig. 4C, FET, *P* < 2.2e − 16, odds ratio = 5.1). Similarly, Cul4 binding is highly enriched at promoters of DEGs that are up-regulated (Fig. 4D, 44%, FET, *P* < 2.2e − 16, odds ratio = 2.7) or down-regulated (Fig. 4D, 55%, FET, *P* < 2.2e − 16, odds ratio = 4.3). We performed the same analysis in *eff* knockdown cells and found that CP190 and Cul4 are also highly enriched at DEG promoters after Eff depletion (Additional File 1: Fig. S5A–B). In contrast, Su(Hw) binding is not enriched at either up-regulated or down-regulated genes in either *cul4* or *eff* knockdown cells (Additional File 1: Fig. S5C–D). Taken together, these results suggest the possibility that Cul4 and CP190 directly regulate transcription at the promoter, and Eff-dependent regulation of gene expression might involve Cul4 and CP190.

Given that Cul4 and CP190 associate with chromatin near TAD borders, we examined whether Cul4 or Eff regulates the expression of genes in the proximity of TAD borders genome-wide. The median distance between *cul4* knockdown DEG promoters and the nearest TAD border is 2.0 kb and 3.9 kb for downregulated and upregulated genes, respectively (Fig. 4E and G). These distances are significantly less than that of the unchanged genes (7.1 kb) after depletion of Cul4. Furthermore, *eff* knockdown DEG promoters are also significantly closer to TAD borders (3.4 kb and 3.1 kb for down and upregulated, respectively) than those of unchanged genes (6.7 kb) (Fig. 4F–G). Overall, our observations indicate that Eff and Cul4 affect the expression of an overlapping gene set near TAD borders genome-wide.

### Depletion of Eff or Cul4 affects chromatin binding of CP190 at differentially expressed genes

To determine whether Eff and Cul4 affect the recruitment of *gypsy* insulator proteins to chromatin, we performed ChIP-seq to detect core *gypsy* components after Eff or Cul4 depletion. 

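Cul4, CP190 and Su(Hw) were mapped in Kc cells after 4 days of *eff*, *cul4* or control dsRNA, with 3 libraries per protein and treatment, the Cul4 libraries made with the rabbit antibody. CP190 libraries held 8243, 7886 and 7622 peaks after *eff* knockdown and 8534, 7215 and 6496 after *cul4* knockdown. Su(Hw) libraries held 3624, 4141 and 3906 peaks after *eff* knockdown and 3351, 3123 and 3506 after *cul4* knockdown. Binding was compared through the calls. A region was lost when called in all 3 control and no knockdown library, gained in the reverse case and kept when called in all 6. The retained share is the percent of regions called in a pair of control libraries that another library calls, so that each control library is judged by the other two. Lists of unequal depth differ in the weak sites that they can hold. The lowest implied background fell to 6.21 reads in a *cul4* knockdown CP190 library and 4.49 in an *eff* knockdown Cul4 library, and rose to 33.2 in another *eff* knockdown Cul4 library. The lists hold no measure of *eff* or *cul4* transcripts, and the Cul4 libraries of the *cul4* knockdown are the only check of a label here. The control libraries serve both knockdowns. Replicates are biological by the paper's description, without a statement that each came from a separate culture, so a permutation p measures the spread between libraries. Fisher's exact tests treat regions or genes as independent units, and their p does not include that spread.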

Interestingly, we observed that Eff depletion reduces the chromatin binding of Cul4 without substantially affecting overall Cul4 protein levels (Fig. 5A-B, Additional File 1: Fig. S6A-B). 

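Cul4 peaks became scarce at the control sites in *eff* knockdown cells. Only 195 regions held a Cul4 peak in all 3 *eff* knockdown libraries, 555 held one in 2 and 3745 in 1. The 3 *eff* knockdown libraries called 69.0, 13.2 and 8.29% of the Cul4 regions of control cells, a mean of 30.1 ± 33.7%, against 93.5 ± 3.71% for the control libraries (two-sided exact permutation p = 0.1). All 3 lay below the lowest control library (90.7%), and their mean was lower by more than the spread in either group. Of 3693 Cul4 regions called in the controls, 1078 (29.2%) were lost and 193 (5.23%) were kept. No region outside them was gained. Strong regions were among the lost ones, such as those at lncRNA:CR45441 (3L, 6058888 to 6059621), *Nep1* (X, 6104628 to 6105246) and *hec* (X, 12957469 to 12958015), each also a CP190 site. The kept regions had a median percentile of 96.1 by fold and the lost ones 51.8. The replicates differ, with 4488 peaks in replicate 1 and 571 and 424 in the others. The 195 reproducible sites were 201 without replicate 1, 396 without replicate 2 and 549 without replicate 3. Without replicate 1, 3065 regions were lost, and 3498 where a difference of 2 libraries was enough, with 45 gained.

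**Figure D2:**
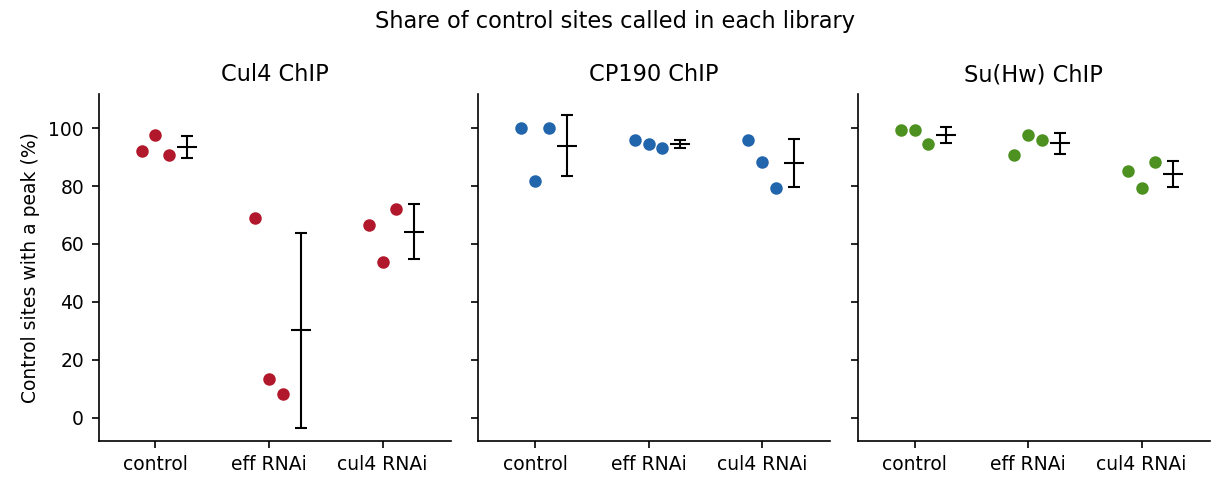
Retained share of control regions in each library, for Cul4, CP190 and Su(Hw) in control, *eff* knockdown and *cul4* knockdown cells.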

Average ChIP-seq signals of Su(Hw) and CP190 are not greatly affected across the genome after knockdown of *eff* or *cul4* (Additional File 1: Fig. S6C–D). However, using the DiffBind3 algorithm, we found that after Eff depletion, 804 (11%) CP190 sites were significantly decreased, while 1161 (16%) CP190 peaks were increased (false discovery rate (FDR) < 0.05). Similarly, Cul4 depletion resulted in 975 (14%) CP190 decreased sites and 1425 (20%) CP190 increased sites. 

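Most Su(Hw) and CP190 regions of control cells were still called after either knockdown. For CP190 the retained share was 94.6 ± 1.44% after *eff* knockdown and 87.9 ± 8.27% after *cul4* knockdown, against 93.9 ± 10.5% in the controls (exact permutation p = 1 and 0.5, n = 3). Control replicate 2 called only 81.8% of the CP190 regions of the other controls. Without it the CP190 share after *eff* knockdown was below the control share by more than the spread, a difference of −11.1 percentage points (p = 0.1 by exact permutation). The reference was then all regions of 1 control library in place of those shared by a pair, which is another measure. For Su(Hw) the retained share was 94.8 ± 3.67% after *eff* knockdown and 84.3 ± 4.56% after *cul4* knockdown, against 97.7 ± 2.87% in the controls (exact permutation p = 0.4 and 0.1). Every *cul4* knockdown library retained fewer Su(Hw) regions (79.3 to 88.3%) than any control library (94.4 to 99.4%).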

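After *eff* knockdown, 77 of 7114 CP190 regions called in the controls (1.08%) were lost and 6853 were kept, and 14 other regions were gained. The lost CP190 regions with the highest rank include those named by *CG14448* (3L, 22785360 to 22785898) and *CkIIbeta* (X, 11798422 to 11798952). Another (3R, 2086432 to 2087935) had its nearest TSS, that of the pseudogene CR40182, 69675 bp away. The promoter of the cohesin gene *vtd* (3L, 27136060 to 27136691) was also among the lost regions. The gained regions with the highest rank, named by the muscle gene *nau* (3R, 23715989 to 23716449), *B9d1*, *capu* and *Kank*, lay outside promoters. Others lower in rank, at *CG33772*, lncRNA:CR45537 and lncRNA:CR44689, lay at promoters. Lost regions were weak in control cells, at a median percentile of 16.5 by fold, against 58.8 for kept ones. Where a difference of 2 libraries was enough, 707 were lost and 37 gained, and without control replicate 2 the lost count was 653. With the same number of peaks per library 51 were gained, and with summits within 250 bp joined 25.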

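After *cul4* knockdown, 142 of 7116 CP190 regions called in the controls (2.00%) were lost and 5931 were kept, and 4 other regions were gained. Most of the lost CP190 regions with the highest rank lay at promoters, among them lncRNA:CR44467 (2R, 16847615 to 16848248), *Slmap* (2L, 22577404 to 22579388) and the glycolysis gene *Gapdh2* (X, 15866656 to 15867248). The 4 gained regions lay nearest to the TSSs of *d4* (2R, 5277556 to 5278111, 16206 bp away), *SdhCL*, *nau* and lncRNA:CR44689. The lost regions had a median percentile of 19.8 by fold in control cells and the kept ones 63.9. Counts rose to 1029 lost and 20 gained where a difference of 2 libraries was enough. Without control replicate 2, 679 were lost, and without *cul4* knockdown replicate 1, 490. With the same number of peaks per library 93 were gained, and with joined summits 40.

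**Figure D3:**
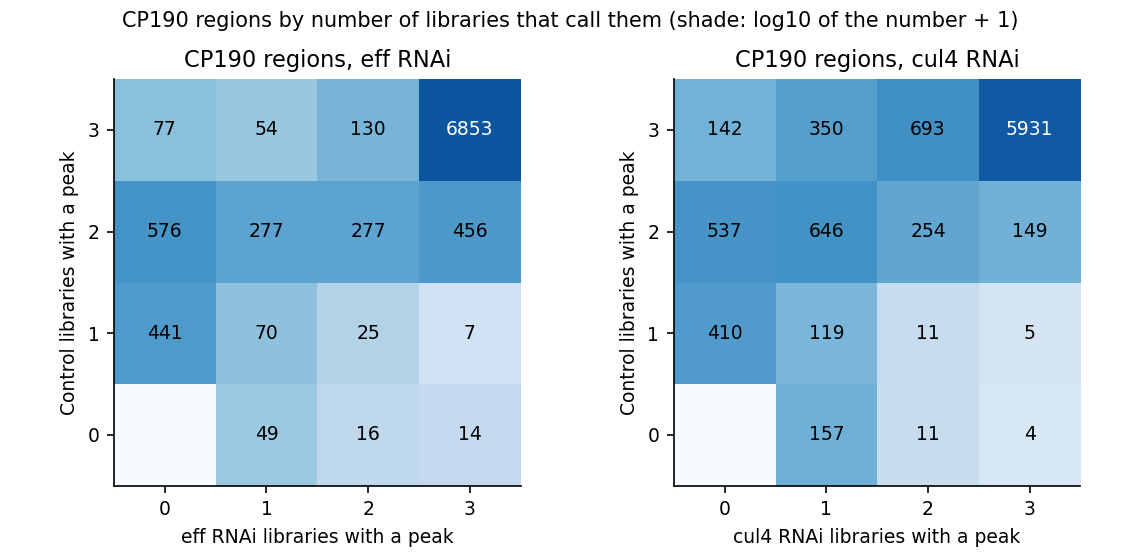
CP190 regions by the number of control and of knockdown libraries that call them, for *eff* and *cul4* knockdown.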

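Of the CP190 regions lost after *eff* knockdown, 52 (67.5%) were also lost after *cul4* knockdown, which is 36.6% of those lost there. Over 9456 regions, independent losses would give 1.16 (odds ratio 215, two-sided Fisher's exact p = 3.5e-80). The 3 control libraries serve both comparisons and cannot be split between them, so part of the excess may come from the shared controls. With the calls drawn at random from a model of the control libraries, 1000 simulations gave a mean of 1.53 regions lost in both, and at most 7. They lost a mean of 21.8 regions per knockdown, fewer than the 77 and 142 seen, so this overlap was not simulated at the observed counts. Gained regions overlapped at 2 sites, at *nau* and lncRNA:CR44689 (expected 0.0059, Fisher's exact p = 1.2e-05). The simulations gained a mean of 21.6 regions per knockdown, against 14 and 4 seen, and 6.50 in both, so whether the shared controls account for these 2 is open. Where a difference of 2 libraries was enough, 488 regions were lost in both knockdowns, and without control replicate 2, 429.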

We observed that the affected CP190 peaks in either *eff* or *cul4* knockdown cells overlap considerably (Fig. 5C). Similar effects observed for CP190 binding in either knockdown are consistent with loss of Cul4 chromatin association after Eff depletion. 

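CP190 regions lost after *eff* knockdown held the BEAF-32 motif at 8 of 75 (10.7%), against 7.73% of kept regions, and the M1BP motif at 5 of 75 (6.67% against 7.38%; adjusted Fisher's exact p = 0.93 and 1). After *cul4* knockdown, lost CP190 regions held the BEAF-32 motif at 13 of 140 (9.29%, against 7.57%) and the M1BP motif at 6 of 140 (4.29%, against 7.44%; adjusted exact p = 0.93 and 0.76). Neither motif passed in either knockdown. Without control replicate 2, the M1BP motif was rarer in lost than in kept regions, 4.02% against 7.46% after *eff* knockdown (adjusted exact p = 0.0032) and 3.56% against 7.55% after *cul4* knockdown (3.5e-04), as it was after *cul4* knockdown without its replicate 1 (2.87% against 7.47%, 6.7e-04). The BEAF-32 motif passed under no setting. The Su(Hw) motif was rarer in CP190 regions lost after *cul4* knockdown, 4 of 140 (2.86%, against 16.1%, adjusted exact p = 3.0e-05), a call that ended with the 1500 strongest peaks (10.0% against 17.7%, adjusted p = 0.228). In regions lost after *eff* knockdown it was also at a lower share, 5 of 75 (6.67%, against 15.2%, odds ratio 0.398), which passed before adjustment (exact p = 0.0355) and not after (0.355). It passed there with 1 mismatch allowed (14.7% against 33%, adjusted exact p = 0.0047) and without control replicate 2 (1.5e-04), and the direction turned among the 3000 strongest (23.2% against 19.5%) and 1500 strongest peaks (19.7% against 16.3%). The knockdowns were not tested against each other. Lost regions were weaker in control cells than kept ones, and strength was not matched. Of 20 tests at changed regions, 1 passed, and 7 without control replicate 2.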

Motif enrichment analysis indicates that decreased CP190 peaks after Cul4 or Eff depletion are enriched for the BEAF-32 and M1BP motifs, which are present at promoter regions near TAD borders [12] (Additional File 1: Fig. S6E–F). 

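None of the 4 CP190 regions gained after *cul4* knockdown held the Su(Hw) motif, against 16.1% of kept regions (adjusted Fisher's exact p = 1). With 4 regions, a difference in motif share was not detectable. After *eff* knockdown, 1 of the 14 gained regions held the motif. The direction turned for *cul4* knockdown without its replicate 3 (16.7%, against 15.5% of kept regions). Among the 3000 strongest CP190 peaks of each library, a choice made after the data were examined, the motif was in 21.8% of gained and 20.9% of kept regions, and among the 1500 strongest in 40.3% of gained and 17.7% of kept regions (adjusted exact p = 0.0014).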

After depletion of Cul4, increased CP190 sites exhibit enrichment of the Su(Hw) binding motif (Additional File 1: Fig. S6E). Moreover, there is a substantial overlap of increased CP190 binding with Su(Hw) binding sites present in the control condition (Additional File 1: Fig. S6G). This result is consistent with a scenario in which some CP190 is released from chromatin, and a subset of this pool of CP190 is redistributed to Su(Hw) sites. 

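CP190 regions gained after *cul4* knockdown lay at Su(Hw) sites of control cells in 0 of 4 cases, against 2447 of 5931 (41.3%) for kept regions (two-sided Fisher's exact p = 0.148). After *eff* knockdown it was 1 of 14 gained regions (7.14%), against 39.4% of kept ones (exact p = 0.0125). These gained regions had no CP190 call in any control library, so a rise at Su(Hw) sites already called for CP190 could not count. The share after *cul4* knockdown depends on how many peaks are compared. With the same number of peaks per library, 34 of 93 gained CP190 regions (36.6%) lay at Su(Hw) sites, and with summits within 250 bp joined 8 of 40 (20.0%, exact p = 0.0089). Among the 5000 strongest peaks of each library it was 46 of 108 (42.6%, against 44.9% of kept regions, exact p = 0.695), among the 3000 strongest 44 of 78 (56.4%, against 50.4%, p = 0.303) and among the 1500 strongest 48 of 62 (77.4%, against 47.6%, p = 4.9e-06). After *eff* knockdown it was 14 of 85 (16.5%, against 42.9%) among the 5000 strongest, 13 of 69 (18.8%, against 47.4%) among the 3000 strongest and 32 of 72 (44.4%, against 44.9%, exact p = 1) among the 1500 strongest, a lower share than after *cul4* knockdown at each cut (odds ratio 3.76, 5.57 and 4.29, Fisher's exact p = 9.0e-05, 3.5e-06 and 1.1e-04). The cuts were chosen after the data were examined, and a region gained there has entered the strongest ranks of its lists, which is not a measure of more binding. From the overlap of increased CP190 with Su(Hw) sites, the paper proposes that some CP190 is released from chromatin and that part of it moves to Su(Hw) sites.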

In support of the possibility that changes in CP190 binding after Cul4 depletion result in changes in transcription, we found that 227 (20% of 1156) up-regulated and 223 (27% of 834) down-regulated genes after Cul4 depletion have a differential CP190 peak at their promoter (Fig. 5D). In *eff*-depleted cells, 136 (21% of 657) up-regulated and 141 (26% of 536) down-regulated genes also have a differentially bound CP190 peak at their promoters (Fig. 5E). In contrast, no enrichment of differentially bound Su(Hw) is observed for Cul4- or Eff-dependent genes (Additional File 1: Fig. S6H–I). Our results suggest that Eff and Cul4 might regulate gene expression by affecting chromatin distribution of CP190 in the genome.

**Fig. 5:**
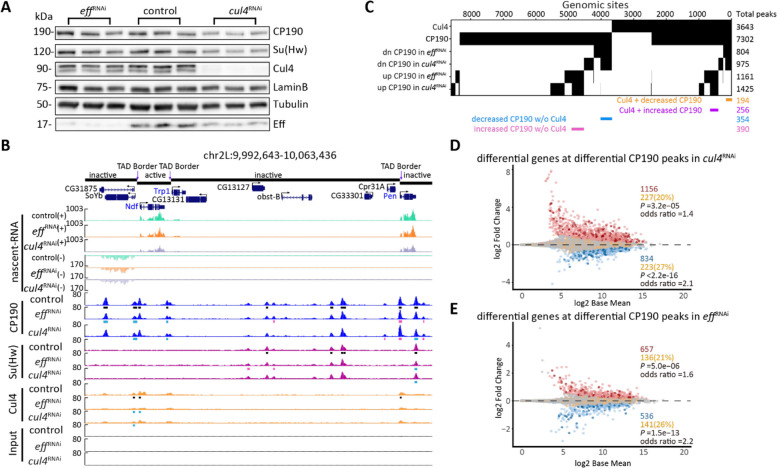
Eff and Cul4 affect chromatin binding of CP190 at differentially expressed genes. **A** Western blotting of total Kc cell lysates to detect the knockdown efficiency of Eff and Cul4 and validate no change of *gypsy* insulator protein levels. LaminB levels also show no change after depletion of Eff or Cul4. Tubulin is a loading control. **B** Screenshot example of ChIP and neuRNA-seq tracks in control, *eff*, and *cul4* RNAi cells. Peaks called by MACS2 in control samples are indicated by black rectangles, with decreased and increased peaks indicated with blue and pink, respectively, in knockdown conditions. **C** Binary heatmap of CP190, Cul4, and differentially bound peaks of CP190 in knockdown conditions. Rectangles below indicate the overlapping peaks of both decreased and increased CP190 after the depletion of Eff and Cul4 with or without colocalization of Cul4. CP190 depends on Cul4 to be recruited into these sites (FET, *P* = 0.02, odds ratio = 1.2, see materials and methods for details of FET analysis). **D**–**E** MA plots show enrichment of differential binding of CP190 at promoters of dysregulated genes of neuRNA-seq in *cul4* (**D**) and *eff* (**E**) knockdown cells. Unchanged genes with (orange) or without (gray) CP190 binding at the promoter are shown. Up-regulated genes with (dark red) or without (light red) CP190 binding, and down-regulated genes with (dark blue) and without (light blue) CP190 binding at the promoter are also shown

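From *CG31875* and *SoYb* to *Pen* (2L, 9995561 to 10060095), Cul4 had 3 reproducible sites in control cells, none after *eff* knockdown and 1 after *cul4* knockdown, at *Ndf* (10003633 to 10004032). CP190 had 9 sites in control cells, 9 after *eff* knockdown and 5 after *cul4* knockdown. The CP190 sites no longer reproducible after *cul4* knockdown include those at *Trp1* (10009156 to 10009616), a gene where 1 of 3 libraries called CP190, and beside *CG13127* (10029510 to 10029979), where 2 of 3 did. The second is also a Su(Hw) site. Beside *CG13127*, a Su(Hw) site from 10025738 to 10026182 was reproducible only after *eff* knockdown. At *Pen*, an importin gene, CP190 and Su(Hw) were called in all libraries, and Cul4 in 3 control, 1 *eff* knockdown and 2 *cul4* knockdown libraries.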

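Of the CP190 regions changed in either knockdown, 58 of 183 (31.7%) lay at a Cul4 site of control cells, against 2165 of 5912 (36.6%) regions kept in both (odds ratio 0.803, two-sided Fisher's exact p = 0.185). Lost regions were near the kept ones, 28 of 77 (36.4%, against 34.7%, exact p = 0.81) after *eff* knockdown and 54 of 142 (38.0%, against 36.6%, p = 0.72) after *cul4* knockdown. None of the 14 regions gained after *eff* knockdown (exact p = 0.0036) or of the 4 gained after *cul4* knockdown (p = 0.30) lay at a Cul4 site. By rule gained regions had no CP190 call in any control library, while 67.7% of Cul4 sites overlapped a CP190 site. The rule itself thus lowers their share at Cul4 sites, and gained regions are part of the odds ratio of 0.803. For *eff* knockdown the direction for gained regions turned with the strongest peaks of each library. Their share was 41.2% with 5000 (against 39.9% of kept ones), 53.6% with 3000 (against 39.5%, exact p = 0.0242) and 45.8% with 1500 (against 42.9%). The share changes with the rule. Where a difference of 2 libraries was enough, lost regions lay at Cul4 less often than kept ones, 20.7% after *eff* knockdown (exact p = 8.6e-15) and 21.0% after *cul4* knockdown (p = 1.1e-23), and without control replicate 2 the odds ratio was 0.415 (p = 2.7e-26). Among the 3000 strongest peaks of each library the odds ratio was 1.09 (exact p = 0.507). It was 0.573 with the 5000 strongest (exact p = 4.3e-06) and 0.867 with the 1500 strongest (exact p = 0.391). With the 3000 strongest, regions lost after *cul4* knockdown lay at Cul4 more often than kept ones (47.9% against 38.2%, exact p = 0.0353). With the 5000 strongest they did so less often (27.7% against 39.6%, exact p = 0.0035).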

### Eff specifically affects the 3D organization of *gypsy* insulator binding sites

Above, we showed that depletion of Eff or Cul4 alters insulator body localization and mildly affects chromatin binding of CP190. We next assessed whether these two factors affect the overall 3D-spatial organization of *gypsy* DNA binding sites using Oligopaint DNA FISH. We employed “*gypsyF*” probes to detect all DNA sequences co-occupied by Su(Hw), CP190, and Mod(mdg4)67.2 on Chr3L, while a control set (reversed 1D sequences non-overlapping *gypsy* sites) of “*gypsyR*” probes detects non-*gypsy* insulator sequences with a similar size distribution [13] (Fig. 6A). We first quantified the volume of *gypsyF* and *R* paints relative to nuclear volume in RNAi-treated cells. Nuclear volume remains unaffected by any dsRNA treatments compared to *mcherry* control (Additional File 1: Fig. S7A). In control cells, the volumes of *gypsyF* and *gypsyR* paints were similar (Fig. 6B, Additional File 1: Fig. S7B–E), and no significant change is observed in *gypsyR* paint volume in either Eff or Cul4-depleted cells. However, a significant increase in *gypsyF* paint volume is specifically observed after depletion of *eff* but not *cul4* knockdown (Fig. 6B). We also found that overlap between *gypsyF* and *R* paints significantly increases after depletion of Eff (Fig. 6C). Lastly, we analyzed the nuclear position of both *gypsyF* and *gypsyR* paints in *eff*, *cul4*, and *mcherry* knockdown cells. To quantify the shift in radial positions of *gypsyF* and *gypsyR* paints in the nucleus, we performed a quantitive 3D shell analysis to examine the percentage of total signal in each concentric shell (Fig. 6D, Additional File 1: Fig. S7F). In control cells, the *gypsyF* and *gypsyR* paints extended across all shells, with most signal in the central shell (shell 5). However, in Eff-depleted cells, both *gypsyF* and *gypsyR* paints repositioned in that there was a decrease in signal near the nuclear periphery (shells 1 and 2) coupled with an increase in signal at the nuclear center (shells 4 and 5) compared to the *mcherry* control. Conversely, no significant change in signal distribution is observed after depletion of Cul4 (Fig. 6D, Additional File 1: Fig. S7F). These results suggest that depletion of Eff specifically alters the 3D position of *gypsy* insulator binding sites relative to non-*gypsy* sites, and the nuclear position of the entire chromosome shifts towards the nuclear interior.

**Fig. 6:**
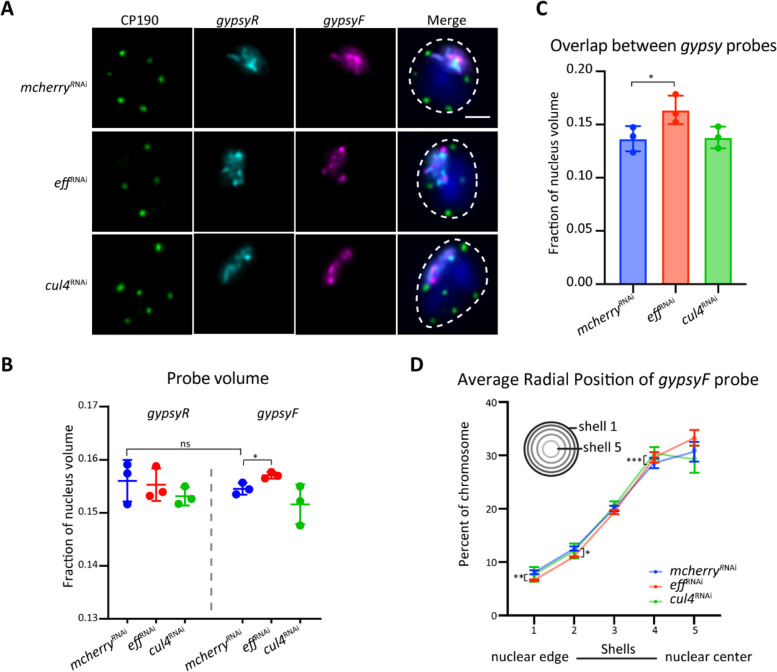
Depletion of Eff specifically alters the 3D structure of *gypsy* insulator binding sites. **A** Representative images of CP190 IF (green) and signals of *gypsyR* (cyan) and *gypsyF* (magenta) paints in RNAi-treated Kc cells. Images are maximal projections of 46 *Z*-stacks for visualization purposes only. The nuclear edge is indicated with a dashed line, and the blue signal represents DAPI staining. Scale bar: 2 µm. **B** Probe volume relative to the fraction of nuclear volume. The left panel shows the control *gypsyR* paint, the right is the *gypsyF* probe. **C** Overlapping volume of *gypsyR* and *gypsyF* paints relative to nuclear volume. Each dot represents one single replicate. *n* > 300 cells for each sample, and data are from three biological replicates. Paired *t*-test was used, and error bars show standard deviation. “ns” denotes not significant; *P < 0.05 as indicated. **D** Radial position of *gypsyF* paint in the nucleus determined by shell analysis. The nucleus was divided into five shells of equal volume, where shell 1 is the closest to the periphery, and shell 5 is the center. *n* > 500 cells. * *P* < 0.05, **P < 0.01, ***P < 0.001. Data are from three biological replicates, plotted by medians and analyzed by paired *t*-test, and error bars represent standard deviation

## Discussion

In this study, we identified and explored the roles of two ubiquitin factors, Eff and Cul4, in regulating *gypsy* insulator activity and transcriptional control at TAD borders. Our results demonstrate that Eff and Cul4 are required for the proper formation of *gypsy* insulator bodies and may exert regulatory effects on gene expression near TAD borders. Additionally, we found that Eff and Cul4 associate physically with CP190, promoting *gypsy* insulator function. Eff affects chromatin binding of Cul4, and genome-wide analysis revealed extensive colocalization of Cul4 with CP190 at promoters, particularly at TAD borders. Furthermore, Eff and Cul4 mildly affect CP190 association with chromatin, resulting in its redistribution. Finally, Eff specifically alters the 3D arrangement of *gypsy* sites as well as the positioning of chromatin within nuclei. Taken together, these findings reveal the importance of Eff and Cul4 in *gyspy*-dependent insulator activity, 3D genome organization, and transcription regulation.

Previous studies showed that Eff and Cul4 are both ubiquitination-related factors involved in similar developmental pathways, but these two factors have never been studied in relation to one another. Our co-IP data show that Eff and Cul4 associate physically, although this interaction may be indirect. Both Eff and Cul4 also co-IP in substoichiometric amounts with CP190 and Su(Hw) but not Mod(mdg4)67.2, raising the possibility of physical interaction with a non-canonical insulator complex. Using DamID profiling and immunostaining, Eff was previously shown to associate with repressive regions of chromatin, similar to Su(Hw) and LaminB [29]. We were unable to verify these patterns of Eff chromatin association by ChIP-seq, but we did observe LaminB co-IP with either Eff or Cul4 antibodies. By generating the first binding profile of Cul4 in the genome, we observed high overlap with CP190 chromatin association but minimal overlap with Su(Hw). As a backbone of Cullin-RING E3 ubiquitin ligase (CRL) complexes, Cullins rely on F-box proteins or proteins containing a BTB domain or WD40 repeats to dictate substrate specificity [47]. Thus, it is possible that Cul4 binds the BTB domain of CP190 and that this interaction is incompatible with CP190 BTB domain heterodimerization with Mod(mdg4)67.2 [6].

Analysis of ChIP-seq profiles of CP190, Su(Hw), and Cul4 after depletion of Eff or Cul4 further strengthens the functional connection between Eff and Cul4 as well as their relationship with insulator proteins. Depletion of Eff results in extensive loss of Cul4 chromatin association but minimal change in overall Cul4 levels. Depletion of Cul4 decreases CP190 chromatin association at a subset of sites that appear to redistribute to Su(Hw) binding sites. Su(Hw) binding itself is also increased at these sites, suggesting that increased CP190 may help stabilize Su(Hw) binding at these locations. Moreover, CP190 is freed from promoter regions of differentially expressed genes after depletion of Eff or Cul4, and these affected genes are located near TAD borders. Given that Motif1 is enriched at CP190 sites that are lost after Eff or Cul4 depletion, one possibility is that in some manner, ubiquitination promotes CP190 association with the transcription factor M1BP at TAD borders.

Interestingly, after depletion of Eff, the 3D volume of *gypsy* binding sites changes as well as their position relative to non-*gypsy* sites. Furthermore, in Eff depleted cells, we also observed relocation of the entire chromosome towards the interior of the nucleus. However, Cul4 depletion has no effect on 3D positioning of *gypsy* or non-*gypsy* sites. Given that Cul4 does not appear to colocalize with Su(Hw), LaminB, or repressed regions in chromatin as has been reported for Eff, control of *gypsy* binding site 3D localization may reflect a Cul4-independent function of Eff. Finally, Su(Hw) and CP190 are not thought to be direct substrates of ubiquitination [25]; therefore, further studies are necessary to reveal the precise mechanistic relationship among Eff, Cul4, and insulator proteins.

## Conclusions

Our study reveals the ubiquitination-related factors Eff and Cul4 as regulators of *gypsy* insulator function and gene expression near TAD borders. We demonstrate that Eff and Cul4 physically interact, and that both associate particularly with CP190 to promote proper insulator body formation and barrier activity. Genome-wide profiling reveals extensive colocalization of Cul4 with CP190, especially at promoters and TAD borders. Depletion experiments indicate that Eff is required for Cul4 chromatin association, while Cul4 contributes to stabilizing CP190 occupancy at a subset of genomic sites. Notably, Eff modulates the 3D positioning of *gypsy* insulator sites and overall chromosome localization within the nucleus, suggesting that Eff also exerts Cul4-independent functions in higher-order genome architecture.

## Methods

### *Drosophila* strains

Flies were maintained on standard cornmeal medium at 25 °C. We used fly lines expressing dsRNA against *su(Hw)* (10724 GD), *eff* (26011 GD) and *cul4* (44829 GD) from the Vienna Drosophila RNAi Center. *Act5C-Gal4*, *da-Gal4*, *Mef2-Gal4,* and *l(3)31–1-Gal4* driver lines were obtained from the Bloomington Drosophila Stock Center. *Gypsy*-insulated *UAS-luciferase* constructs were inserted into the *attP3* landing site using *phiC31* site-specific integration, and the insertion of *attP3* in the dm6 reference genome is between 20,330,574 and 20,330,575 on chrX [48]. 100% lethality was observed in third-instar larvae when Eff or Cul4 RNAi was driven by *Act5C-Gal4* and in pupae when Eff was depleted using *Ser-Gal4*. Protein extracts from second-instar larvae were used for western blotting.

### Cell lines

Wild-type and GFP-tagged Kc cells were grown in CCM3 media (Thermo Scientific HyClone) and maintained in a monolayer at 25 °C. Mod(mdg4)67.2-GFP Kc167 cells were previously generated [13]. Briefly, cells were generated by stable random integration via plasmid transfection. A single clone was used in screening and subsequent analyses.

#### dsRNA knockdowns

DsRNA primers against *eff*, *cul4*, and *Topors* were designed based on recommendations from the *Drosophila* RNAi Screening Center (DRSC). PCR amplification was performed using primers containing the T7 promoter sequence (listed in Additional File 2: Table S8) and a cDNA template from Kc cells. Subsequently, dsRNAs were synthesized using the MEGAscript T7 in vitro transcription kit (Ambion) and purified on NucAway spin columns (ThermoFisher). Seven × 10^6^ Kc cells were transfected with 5 µg of dsRNA against *eff*,* cul4*,* Topors*,* Cp190*,* su(Hw)*,* mod(mdg4)*67.2 isoform, or *mcherry* using the Amaxa Nucleofector kit V and electroporated using the G-30 program in a 4D-Nucleofector (Lonza). Cells were incubated for 4 d at 25 °C before harvest, and knockdown efficiency was validated by western blotting and immunostaining.

### Immunofluorescence

Cells were centrifuged at 500 × *g* for 5 min and washed once in PBS. 10^5^ cells were dispensed onto Poly-L-Lysine-coated slides (Electron Microscopy Sciences) at RT for 10 min and fixed in 4% paraformaldehyde (PFA, EMS) in PBS at RT for 10 min. After two washes with PBS, cells were permeabilized with 0.5% Triton X-100 for 10 min and washed again. Next, cells were blocked in 5% bovine serum albumin (BSA, Sigma) in PBST (0.1% Triton X-100 in PBS) for 30 min before incubation with primary antibody for 1 h. Cells were washed 3 times with PBST and then incubated with secondary antibodies for 1 h and washed again. Finally, cells were stained for 10 min in 2 μg/mL 4′,6-diamidino-2-phenylindole (DAPI, Molecular Probes) prepared in PBS and mounted using ProLong Diamond (Life Technologies). For IF/FISH, slides were fixed with 4% PFA for 10 min before proceeding with FISH as described below.

### RNAi screening

The sub-library of ubiquitin-related genes (DRSC 2.0) was purchased from DRSC at Harvard Medical School. It is comprised of 6 × 384-well plates, containing 439 genes and 2–3 pairs of dsRNAs for each gene in independent wells. We performed the screen as previously described [13]. We used *mcherry* knockdown as a negative control, *su(Hw)* dsRNA knockdown as a positive control, and *mod(mdg4)67.2* knockdown as a control for knockdown efficiency in the screen. Briefly, 0.25 µg of dsRNAs that target *mcherry*, *su(Hw),* or *mod(mdg4)67.2* was pre-spotted before dispensing modified Kc cells into 384-well plates. Cells were soaked with dsRNA in a 25 °C incubator for 4 d and then cold shocked at 4 °C for 2.5 h before fixation with 8% PFA for 10 min. After washing twice in PBS and staining with DAPI (2 μg/mL) for 10 min, cells were sealed with Alumaseal and stored at 4 °C. Images were taken on a high-throughput microscope (CellVoyager CV7000 (Yokogawa) spinning-disk confocal) and processed using Columbus software (PerkinElmer). Before applying machine learning in Columbus, parameters for large foci were determined manually. Data analysis from two biological replicates of the screen was conducted using the cellHTS2 R package [49] (V2.44.0) to determine the *Z*′ and *Z* score, which are statistical measures used in high-throughput screening to optimize parameters and identify candidates [50]. By calculating the standard deviation from the mean of the control data, *Z*′ shows the discrepancy in positive and negative controls to determine overall assay quality. A *Z*′ score of > 0.5 indicates a good, reliable assay, and 1.0 indicates an ideal assay. *Z* scores of each RNAi treatment in the library were calculated by ranking based on their phenotypic effect measured as the number of large insulator bodies and total imaged cells in each well (Additional File 2: Table S1–2). For all follow-up analyses, cells were imaged on glass slides, and this experimental condition leads to an overall increase in focus number relative to 384-well plates, but trends after knockdowns remain consistent [13].

### Antibodies

For western blotting, rabbit anti-CP190 [51] (laboratory-made; 1:10,000), guinea pig anti-Su(Hw) [52] (laboratory-made; 1:1000), rabbit anti-Mod(mdg4)67.2 [53] (laboratory-made; 1:1000), mouse anti-α-Tubulin (Sigma T6074; 1:50,000), mouse anti-Eff (human UBE2D2; Santa Cruz Biotechnology (SCBT) sc-100617; 1:1000), mouse anti-Cul4 (human Cul4; SCBT sc-377188; 1:1000), rabbit anti-Cul4 (human Cul4; Novus NB100-2267, 1:1000), mouse anti-Lamin B (DSHB ADL67.2; 1:10,000), and rabbit anti-Polycomb (gift from Cavalli lab; 1:4,000) [54] were used.

For immunostaining, rabbit anti-CP190 [22] (laboratory made; 1:2000 for IF, 1:1000 for IF and FISH) and guinea pig anti-Su(Hw) [52] (laboratory made; 1:1000) were used. Secondary goat antibodies labeled with AlexaFluor 488, AlexaFluor 546, or AlexaFluor 647 (Molecular Probes) were used at 1∶1000.

For chromatin immunoprecipitation (ChIP), rabbit anti-Cul4 (human Cul4; Novus NB100-2267), mouse anti-Cul4 (human Cul4; SCBT sc-377188), mouse anti-Eff (human UBE2D2; SCBT sc-100617), rabbit anti-Eff (Novus, NBP2-20,783), rabbit anti-CP190 (laboratory-made) [51], and guinea pig anti-Su(Hw) [52] were used. The alignment of Cul4, Eff, and the antigen region of the human ortholog used for developing antibodies is detailed in Additional File 1: Fig. S4.

### Luciferase insulator barrier activity assay

Using the Bright-Glo™ Luciferase Assay System, the luciferase insulator barrier activity assay was carried out as described previously (Promega) [13]. Signals were captured using a Spectramax II Gemini EM plate reader (Molecular Devices). Luciferase levels were quantified in a single panel for all genotypes, containing twelve individual male third-instar larvae. For each larva, luciferase values were normalized to the total protein determined by BCA reagent (Thermo Scientific) to obtain relative luciferase activity. Data were arranged into a box-and-whisker plot and analyzed with one-way ANOVA followed by a Tukey HSD post hoc test to obtain *p*-values for each pairwise comparison.

### ChIP quantitative PCR

We collected second instar larvae harboring the *gypsy* insulated UAS-luciferase reporter, using *da*-gal4 to drive *eff*^*RNAi*^ or *cul4*^*RNAi*^ and performed quantitative PCR after ChIP with anti-Histone H3 (Abcam, ab1791), CP190, or Su(Hw). ChIP DNA samples were amplified using site-specific primer sets (Additional File 2: Table S8) and quantified using SYBR Green (Applied Biosystems) calibrated against input chromatin. Experiments were performed with two independent biological replicates, and each sample was quantified using two technical replicates (Additional File 2: Table S7).

### Co-immunoprecipitation

Embryonic nuclear extract from mixed-stage (0–24 h) embryos was prepared as described previously [21]. Nuclei were lysed with HBSMT nuclear lysis buffer (50 mM HEPES, 1 M KCl, 150 mM NaCl, 3 mM MgCl_2_, 0.3% Triton X-100 at pH 7, 1 mM PMSF, and Roche cOmplete protease inhibitor), sonicated 10 times with 10 s on and 10 s off, and then centrifuged to collect the soluble fraction of the extracts. To prepare for immunoprecipitation (IP), 25 µL of Protein A Sepharose beads (GE Healthcare) were washed three times with nuclear lysis buffer. 10 µL of rabbit anti-Eff (Novus, NBP2-20,783), 10 µL of rabbit anti-Cul4 (Novus, NB100-2267), 10 µL of rabbit IgG (Santa Cruz), 3 µL of anti-serum against CP190 (rabbit, laboratory-made), and 3 µL of rabbit normal serum (Covance Research Product) were incubated with Sepharose beads for 1 h at 4 °C, and the unbound portion was removed by centrifugation. 0.2 M of sodium borate at pH 9 was used to wash beads three times before crosslinking antibodies to beads with 20 mM Dimethyl pimelimidate in sodium borate for 30 min at RT. After centrifugation, beads were quenched with ethanolamine for 2 h and washed three times with lysis buffer. After crosslinking, 500 µg of nuclear extract was added to each immunoprecipitation reaction and incubated overnight at 4 °C. Beads were collected by centrifugation the next day and washed three times with nuclear lysis buffer. Samples were eluted with SDS sample buffer by boiling, separated using SDS-PAGE, transferred to nitrocellulose membrane in 10 mM CAPS, pH 11, and detected by western blotting.

### Immunofluorescence and fluorescence in situ hybridization with Oligopaints

*GypsyF* and *gypsyR* probes to Chr3L were designed in a previous study, and IF combined with FISH followed the same procedure as previously reported [13]. Briefly, FISH libraries for Chr3L were designed using the Oligominer pipeline based on the dm6 reference genome, and two libraries were multiplexed with barcodes: (i) *gypsy* forward probe (*gypsyF*), (ii) *gypsy* reverse control probe (*gypsyR*). G*ypsyF* sub-libraries contain sites with Su(Hw), Mod(mdg4)67.2, and CP190 ChIP-seq colocalization in Kc cells. For the reverse control sub-libraries, the chromosomal coordinates of *gypsy*F probes were reversed in one dimension, and oligos in the control sets that overlapped with *gypsyF* libraries were excluded. Therefore, random control sets contain only chromatin devoid of CP190, Su(Hw) and Mod(mdg4)67.2 three-way binding. Slides were washed twice in PBST, once in 2 × SSCT (0.3 M NaCl, 0.03 M sodium citrate, 0.1% Tween-20) and once in 2 × SSCT/50% formamide at RT for 5 min. Slides were pre-denatured at 92 °C in 2 × SSCT/50% formamide for 2.5 min, then at 60 °C in 2 × SSCT/50% formamide for 20 min. After that, 100 pmol of primary Oligopaint probe was mixed in hybridization buffer (10% dextran sulfate/2xSSCT/50% formamide/4% polyvinylsulfonic acid (PVSA)) with a final volume of 25 μL and dispensed onto slides. Slides were covered with a coverslip, sealed with rubber cement, denatured at 92 °C for 2.5 min and transferred to a 37 °C humidified chamber overnight. The next day, slides were washed in 2 × SSCT for 15 min at 60 °C, 15 min at RT, and 5 min at RT in 0.2 × SSC. After adding secondary fluorophore probes in hybridization buffer (10 pmol/25 μL), slides were covered, sealed and incubated in a 37 °C humidified chamber for 2 h before being washed in 2 × SSCT for 15 min at 60 °C and RT sequentially, and then in 0.2 × SSC at RT for 5 min. Slides were stained with DAPI (2 μg/mL, Sigma) for 10 min and mounted in Prolong Diamond (Life Technologies).

### Imaging, quantification, and data analysis

Images were captured using a Leica DMi 6000B widefield fluorescence microscope using Leica DFC9000 sCMOS Monochrome Camera and a 1.4 NA 63 × objective. For quantification of Mod(mdg4)67.2-GFP foci in immunostaining, we used the TANGO 3D-segmentation plugin for Fiji [55] to determine large GFP foci (> 0.5 μm^3^) [13].

Huygens Professional software (Scientific Volume Imaging, Hilversum, Netherlands) was used to deconvolve IF/FISH images. After deconvolution, images were imported, segmented, and analyzed using TANGO. *GypsyF* and *R* paints on Chr3L were segmented using the “Hysteresis” algorithms. The average radial position of paints in the nucleus was determined by quantitative shell analysis, with five shells of equal volume to quantify the percentage of chromosome signals in each concentric shell, in which shell 1 is the closest to the nuclear periphery and shell 5 is the nuclear center. We summarized data from three biological replicates, and each dot represents the average of > 500 cells from one replicate. Statistical tests were performed using Prism 10 software by GraphPad. Tiff files for example images were maximal projections of 36 *Z*-stacks created in ImageJ.

### ChIP and ChIP-seq library preparation

Two to 3 × 10^7^ cells were fixed by adding 1% formaldehyde directly to cells in culture medium for 10 min at RT with gentle agitation. 0.125 M glycine was used to quench formaldehyde with gentle agitation for 5 min. Cells were centrifuged at 500 × *g* for 5 min and washed twice with ice-cold PBS. Chromatin preparation and chromatin immunoprecipitation (ChIP) were performed following earlier described methods [56]. Libraries were prepared according to the manufacturer’s protocol (NEB; Ultra II for DNA Library Prep Kit; E7645). All samples were sequenced with Novaseq 6000 (Illumina) using 50 bp single-end sequencing at the NHLBI DNA Sequencing and Genomics Core Facility.

### ChIP-seq data analysis

FASTQ files of sequenced single-end 50-bp reads were trimmed using cutadapt v3.4 [57] with arguments “-a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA”, “–nextseq-trim 20”, “–minimum-length 25”, and “–overlap 6”. Bowtie2 v2.4.2 [58] with default arguments was used to map the trimmed reads to the FlyBase r6-35 genome assembly. Then, multimapping reads were removed using the samtools v1.12 [59] view command with the argument -q 20. Picard MarkDuplicates v2.25.2 (http://broadinstitute.github.io/picard/index.html) was applied to remove duplicates from mapped, uniquely-mapping reads. Peaks were called by MACS2 v2.2.7.1 [60] (https://github.com/taoliu/MACS) by providing replicate IPs and inputs as multiple BAMs with arguments “-f BAM”, “–gsize = dm”, “-q 0.000000001”, and “–mfold 5 50”. Source code originated from GitHub (https://github.com/lcdb/lcdb-wf/tree/master/workflows/chipseq). The resulting peak files were imported into R as GRanges objects, and reproducible peaks were identified by selecting genomic intervals shared across all three replicates using the findOverlaps function. These reproducible regions were exported as BED files and used as the merged peak sets for each factor. To obtain high-confidence peak sets, merged peaks were filtered against the dm6 ENCODE blacklist using bedtools intersect -v, which removes any interval that overlaps a blacklist region. The filtered peaks were then sorted and deduplicated to eliminate redundant entries. The final BED files generated from this process were used for all downstream analyses.

FlyBase release 6.35 annotations were used to annotate peaks as previously described [13]. Promoters were defined as each transcript’s transcription start site (TSS) plus 1500 bp upstream. Using the gffutils (https://github.com/daler/gffutils) method FeatureDB.create_introns, introns were designated as the space between exons in a per-transcript manner. Intergenic regions were from all regions between gene bodies. Overlapping peaks were determined using pybedtools BedTool.intersect with the v = True or u = True arguments, respectively. Peaks in each set were intersected with the annotations using this hierarchy: “promoter > exon > intron > intergenic”, and the peak was classified according to the highest priority feature. For example, a peak simultaneously intersecting a promoter of one isoform and an intron of a different isoform would be prioritized as “promoter”. To quantify the percentages across annotated peaks of different types of peaks (all CP190, all Cul4, shared CP190 and Cul4 peaks, all Su(Hw)), the number of peaks in each class was divided by the total number of peaks of that type.

Binary heatmaps were generated using pybedtools v 0.8.2 [61, 62] as previously described [13]. Heat maps were generated using deeptools (v3.5.1). ChIP reads were normalized to reads of input samples and mapped in a 1.5-kb window centered on the CP190, Su(Hw) or Cul4 summit and sorted by descending signal in control cells.

### Differential ChIP-seq

Diffbind v3.10.0 using R 4.3.0 [63] was used to determine differential peaks between control and knockdown cells. For each replicate, multimappers and duplicates were removed from IP and input BAM files as described above, and input files consisted of the final peak calls as mentioned above. We used the config object “data.frame(RunParallel = FALSE, DataType = DBA_DATA_FRAME, AnalysisMethod = DBA_EDGER, bCorPlot = FALSE, bUsePval = FALSE, minQCth = 15, fragmentSize = 0)” and other default settings. Data frames were exported with the dba.report function with parameters “th = 1, normalize = DBA_NORM_TMM”. Finally, differentially lost or gained peaks were those that had a log2 fold change of < 0 or > 0, respectively, and FDR < 0.05.

### Nascent EU-RNA labeling and library preparation

Kc cells were incubated with 0.2 mM 5-Ethynyl uridine (EU) for 1 h, and RNA was extracted with the RNeasy Plus Mini Kit (Qiagen). Samples for neuRNA-seq were labeled and captured using the Click-iT Nascent RNA Capture Kit (Thermo Fisher Scientific) according to the manufacturer’s protocol. Biotinylation of RNA by the Click reaction was performed with 0.5 mM biotin azide using 1 µg of EU-RNA, and then the biotinylated RNA was captured with 50 μL of Dynabeads Streptavidin T1 magnetic beads. The neuRNA-seq libraries were prepared using Universal Plus Total RNA-Seq with *Drosophila* AnyDeplete (Tecan Genomics) and sequenced on Novaseq 6000 using paired-end sequencing at the NHLBI DNA Sequencing and Genomics Core Facility.

### neuRNA-seq data processing

Low-quality bases and adaptors were trimmed from sequence reads using cutadapt v3.4 with parameters “–q 20 -minimum-length 25 -a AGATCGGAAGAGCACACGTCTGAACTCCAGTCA -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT.” The resulting reads were mapped to the FlyBase r6-35 reference genome using HISAT2 v2.2.1 [64] with default parameters. Aligned reads were counted using subread featureCounts v2.0.1 [65] with optimized parameters. The “-t gene” option was used to quantify the reads on the gene feature for neuRNA-seq, and “-s1” option was used specifically for this sense-stranded library. Count tables were used as input files for the downstream differential analysis.

### Differential expression analysis in neuRNA-seq

Count tables from independent neuRNA-seq experiments were independently imported into DESeq2 v1.40.1 [66] using R4.3.0 and normalized by design “ ~ treatment” and with otherwise default parameters. DEGs were those with FDR < 0.05.

### Distance analysis of promoter to the closest TAD border

TAD borders were downloaded [12] and lifted over to the dm6 assembly (liftover, https://genome.ucsc.edu/cgi-bin/hgLiftOver). The distance of the promoter to the TAD border was calculated using pybedtools v0.8.2 with closest operations to sort and compute the minimum distance to the TAD border. Seaborn v0.11.1 (seaborn.kdeplot) was used to calculate the kernel density of distance for up-regulated, down-regulated and unchanged genes. Based on the kernel density estimation, cumulative distribution plots were generated. Matplotlib v3.4.1 package was used to generate histograms of the density of gene distance to the nearest TAD border (matplotlib.pyplot.hist, bin = 100).

### Fisher’s exact tests

We use two-sided FET to calculate the *P*-value and the odds ratio. In Fig. 3F, FET examines the frequency of Cul4 sites localized at TAD borders that overlap with binding of CP190. For Figs. 4C, D, and Additional File 1: Fig. S5, these tests were used to examine whether DEGs show correlation with binding of CP190, Cul4 or Su(Hw) at promoters compared with unaffected genes after depletion of Eff or Cul4. For Fig. 5C, to examine whether CP190 chromatin binding is enriched with Cul4 binding, FET was used to calculate CP190 peaks that are changed/not changed in Cul4- and Eff-depleted cells versus overlapping/not overlapping with Cul4 binding in control conditions. Flybase r6-35 gene annotation gtf file was used to define TSS, and a gene promoter region was selected as ± 1 kb of the TSS to intersect with ChIP peaks. Moreover, promoter regions were merged if there was any overlap. FET was performed using the number of gene promoters occupied/not occupied by feature peaks from the group of down-regulated (log2fold < 0, *P*_adj_ < 0.05), up-regulated (log2fold > 0, *P*_adj_ < 0.05) and unchanged gene promoters, respectively analyzed using DESeq2 and implemented by scipy v1.6.2 (scipy.stats.fisher_exact) in Python v3.9.4.

### Motif analysis

To search de novo motifs bound by Cul4 or CP190, we used the HOMER [67] (v4.11.1) findMotifsGenome.pl script with default settings. The highest-scoring sequences with percentages in targets and *p*-values are presented.

## Supplementary Information

Additional file 1. Fig. S1 - Localization of *gypsy* insulator bodies is disrupted in knockdown cells. Fig. S2 - Eff, Cul4 and Topors do not affect *gypsy *insulator protein levels. Fig. S3 - ChIP-qPCR in *gypsy* insulated UAS-luciferase transgenic larvae. Fig. S4 - Validation of anti-human Cul4 antibodies for ChIP-seq in *Drosophila*. Fig. S5 - CP190 and Cul4 are highly enriched at DEG promoters after depletion of Eff or Cul4. Fig. S6 - Differential CP190 peaks after either Eff or Cul4 depletion are repositioned. Fig. S7 - Depletion of Eff affects the 3D organization of *gypsy* insulator binding sites.

Additional file 2. Tables S1-S3. Z score of GFP foci number, cell number, and GFP intensity for ubiquitin pathway-related genes. Tables S4-5. Mass spectrometry results after pulling down CP190 and Su(Hw) from *Drosophila* embryonic nuclear extract. Table S6. Luciferase assay p-values for knockdowns and controls. Table S7. Percent of input DNA precipitated by ChIP-qPCR. Table S8. List of primers for dsRNA and ChIP-qPCR.

Additional file 3. Original western blot images.

## Data Availability

The accession numbers for the FASTQ raw data, processed data such as BigWig files and peak files for all sequencing samples generated in this study are deposited in NCBI GEO, Bioproject Accession: GSE243451 (https://identifiers.org/geo:GSE243451) [68] and GSE243452 (https://identifiers.org/geo:GSE243452) [69]. Kc167 TAD borders were obtained from https://github.com/deeptools/HiCBrowser, which were analyzed in Ramirez et al. [12] (GEO: GSE97965 (https://identifiers.org/geo:GSE97965)). Data were lifted over to the dm6 assembly.

## Abbreviations

3D: Three-dimensional
ChIP: Chromatin immunoprecipitation
CP190: Centrosomal protein 190
CRL: Cullin-RING E3 ubiquitin ligase
Cul4: Cullin 4
DEG: Differentially expressed genes
DRSC: Drosophila RNAi Screening Center
Eff: Effete
FDR: False discovery rate
FET: Fisher’s exact test
IP: Immunoprecipitation
Kc cells: Kc167 hemocyte cells
Mod(mdg4)67.2: Modifier of mdg4 67.2 kDa isoform
NE: Nuclear extract
neuRNA-seq: Nascent EU RNA sequencing
Su(Hw): Suppressor of Hairy wing
SUMO: Small ubiquitin-like modifier
TAD: Topologically associating domain
Topors: Topoisomerase I-interacting RS protein
TSS: Transcription start site
UAS: Upstream activating sequence

# Supplementary material for: Effete and Cullin 4 affect nuclear organization of the gypsy chromatin insulator
**Source:** BMC Biol. 2026 Apr 17;24:126. doi: 10.1186/s12915-026-02596-6
**Supplement:** Supplementary file 1 — Additional file 1. Fig. S1 - Localization of gypsy insulator bodies is disrupted in knockdown cells. Fig. S2 - Eff, Cul4 and Topors do not affect gypsy insulator protein levels. Fig. S3 - ChIP-qPCR in gypsy insulated UAS-luciferase transgenic larvae. Fig. S4 - Validation of anti-human Cul4 antibodies for ChIP-seq in Drosophila. Fig. S5 - CP190 and Cul4 are highly enriched at DEG promoters after depletion of Eff or Cul4. Fig. S6 - Differential CP190 peaks after either Eff or Cul4 depletion are repositioned. Fig. S7 - Depletion of Eff affects the 3D organization of gypsy insulator binding sites.

**
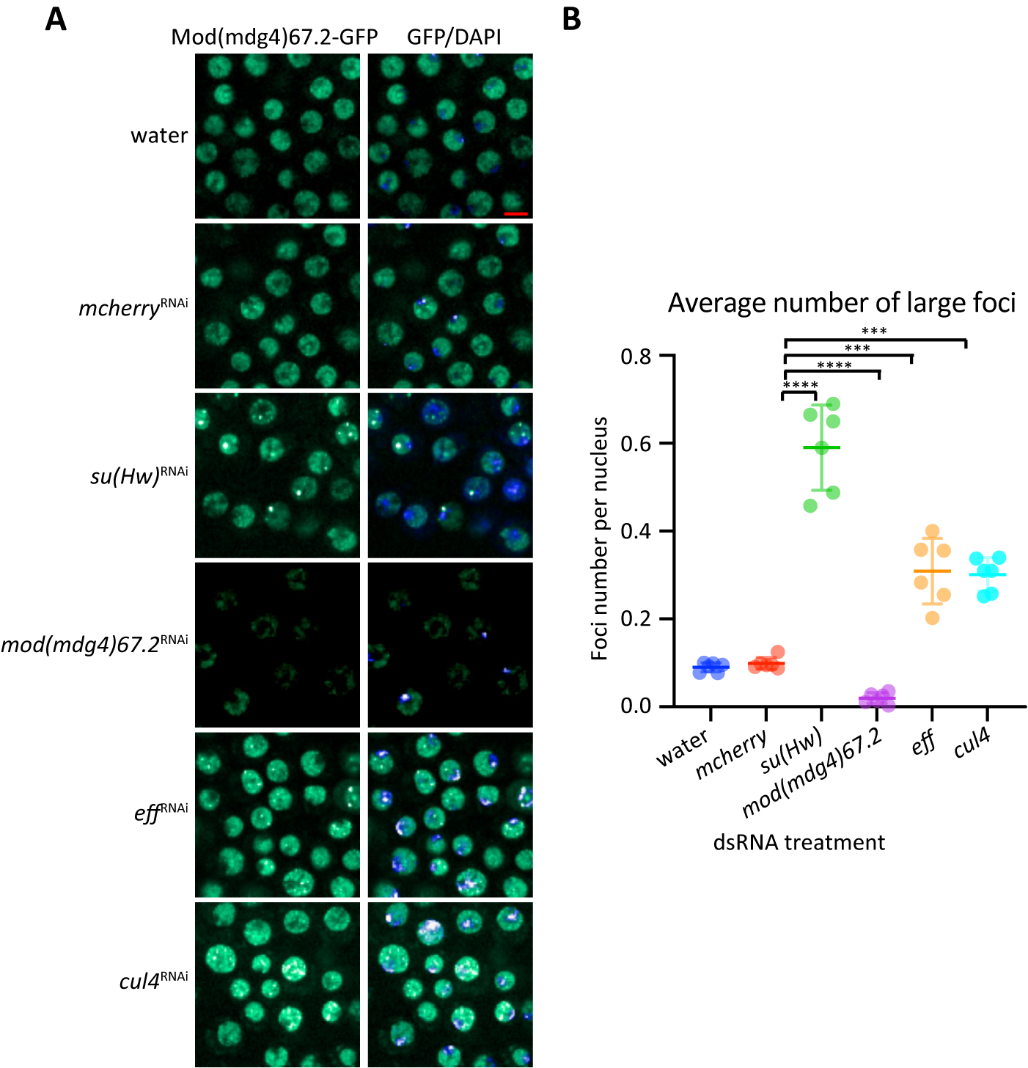
**

**Fig. S1 Localization of *gypsy* insulator bodies is disrupted after depletion of Su(Hw), Eff, or Cul4.** Representative images of Mod(mdg4)67.2-GFP signal in water, *mcherry, su(Hw), mod(mdg4)67.2, eff*, and *cul4* dsRNA-treated cells in 384-well plates using an automated microscope for screening. In control cells, Mod(mdg4)67.2-GFP signal is diffuse in the nucleus. GFP foci/insulator bodies are highly visible in Su(Hw), Eff, and Cul4 depleted cells and can be easily detected using semi-automatic Columbus imaging software. Oversaturated DAPI signal is indicated in white in the right panel. Scale bar: 5 μm. (B) Quantification of average number of large (volume > 0.5 μm3) GFP foci after each indicated knockdown. Each dot in the plot represents one well replicate, and at least 6 wells from both screening runs are shown, with > 1000 cells quantified in each replicate. Data were analyzed using a Paired t-test, and error bars represent standard deviation (s.d.). ****P* < 0.001, *****P* < 0.0001.

**
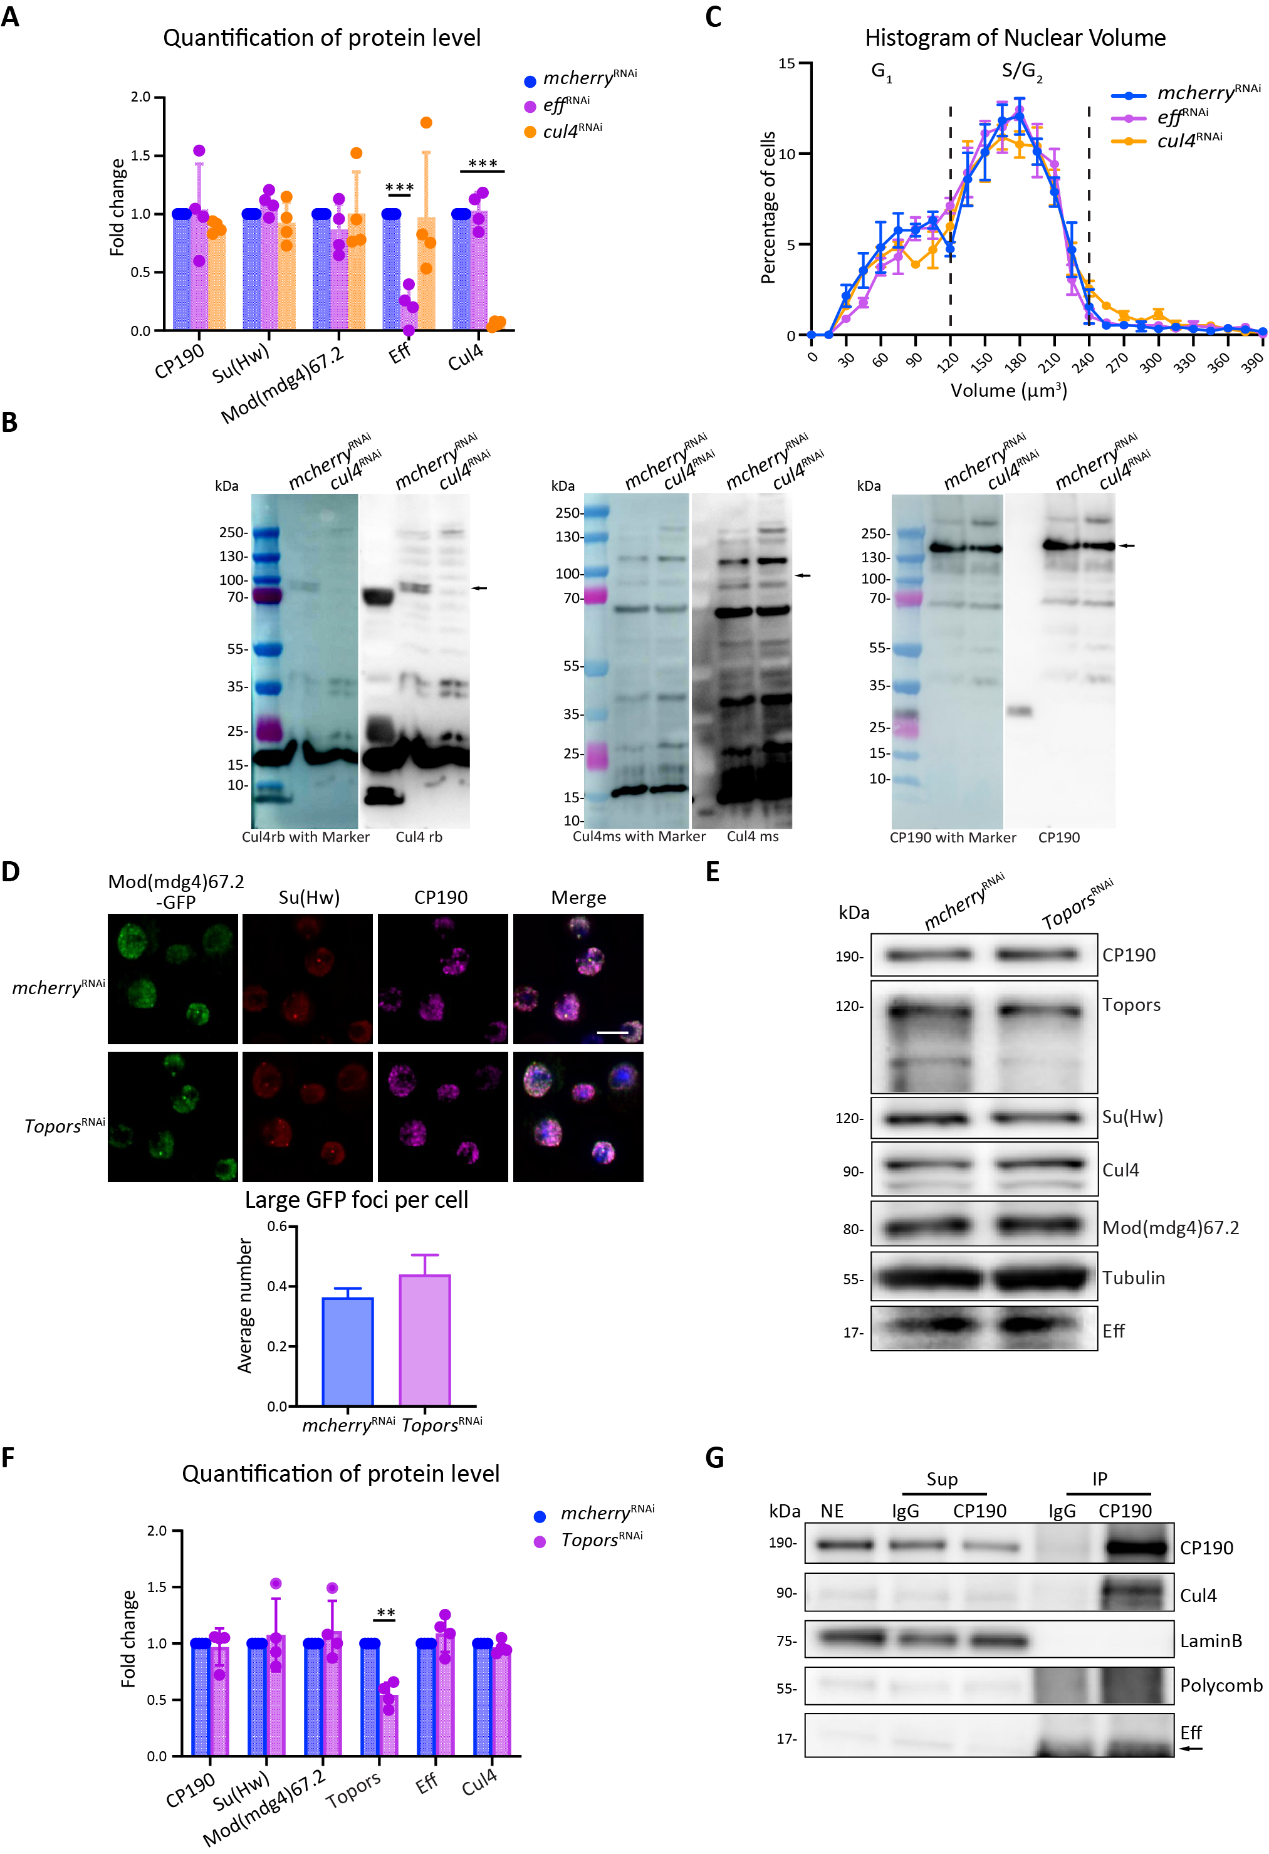
Fig. S2 Eff, Cul4, and Topors do not affect *gypsy* insulator protein levels, and Topors does not significantly impact the localization of Mod(mdg4)67.2-GFP.** (A) Quantification by Western blotting of CP190, Su(Hw), Mod(mdg4)67.2, Eff, and Cul4 protein levels relative to Tubulin loading control and normalized to the *mcherry* RNAi control in Kc cells treated with indicated dsRNA. Data are from 4 replicates. (B) Full membrane Western blots with rabbit anti-Cul4, mouse anti-Cul4, and anti-CP190 in control and *cul4* knockdown Kc cells. Visible image of pre-stained marker is overlaid with chemiluminescent signal of anti-Cul4 (rabbit) on left paired with anti-Cul4 signal alone. Samples were stained in parallel lanes with anti-Cul4 (mouse) or anti-CP190 and imaged similarly. Although multiple bands are detected, specific reduction of the band corresponding to full-length Cul4 confirmed the specificity of the antibodies. (C) Percentage of cells in each cell cycle stage after knockdown of *eff* or *cul4* based on nuclear volume. Data is represented as the mean ± SE of the average of three biological replicates. (D) Representative images of Mod(mdg4)67.2-GFP after growth at 25˚C and depletion of Topors on glass slides. No significant change in number was detected for large GFP foci, and data were collected from three replicates. (E) Western blotting in Kc control and *Topors* knockdown cells showing knockdown efficiency and no effect on protein levels of *gypsy* insulator proteins, Eff, or Cul4. (F) Quantification by Western blotting of CP190, Su(Hw), Mod(mdg4)67.2, Topors, Eff, and Cul4 protein levels in Kc cells treated with *Topors* dsRNA. (G) Immunoprecipitation of Eff and Cul4 using normal IgG or anti-CP190 is shown. Polycomb is shown as a negative control for interaction, and the Eff band in CP190 IP is indicated with an arrow.

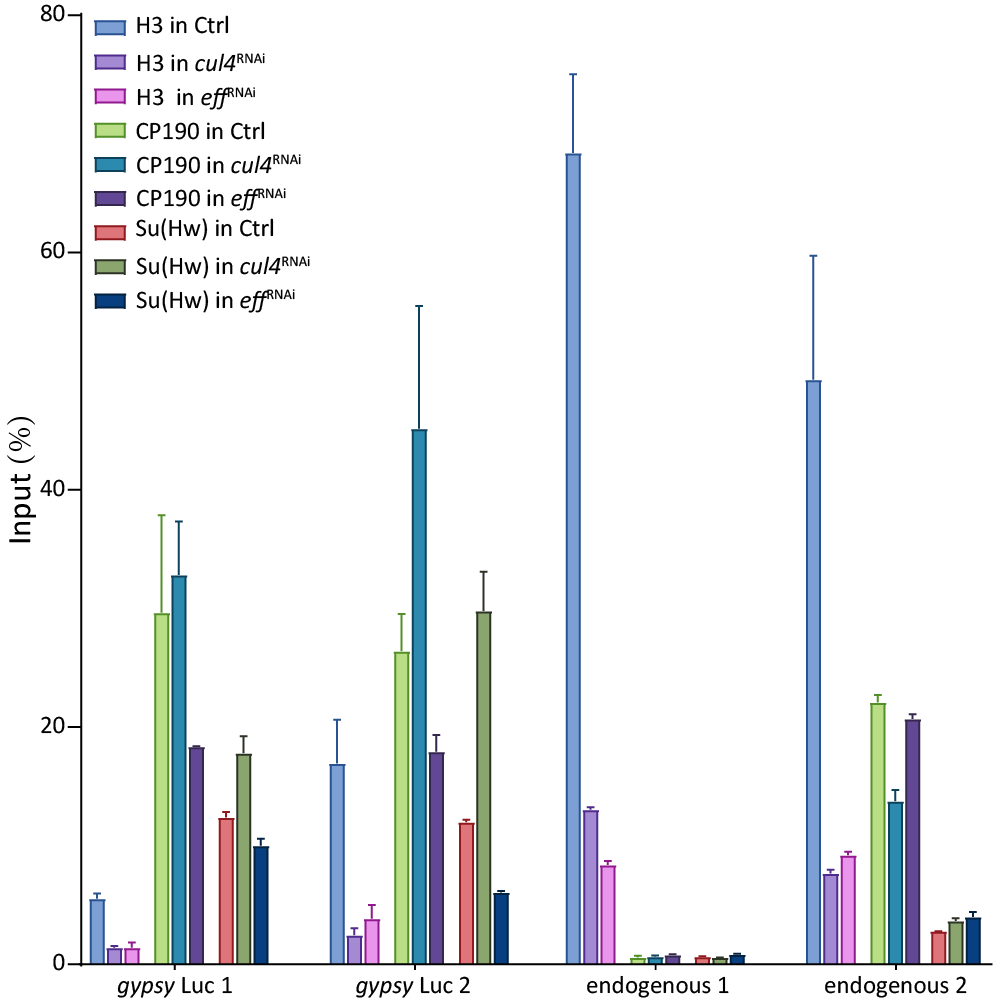

**Fig. S3 ChIP-qPCR of Histone H3, CP190 and Su(Hw) in *gypsy* insulated UAS-luciferase transgenic larvae.** Percent of input DNA precipitated for each ChIP sample is shown for control control versus *cul4^RNAi^* or *eff^RNAi^* larvae driven with *da-Gal4*. We performed the entire experiment twice using two technical replicates for PCR measurement, and we displayed the data for the mean ± SE of one set of biological replicates. Data of two biological replicates are provided in Additional file 2: Table S7.

**
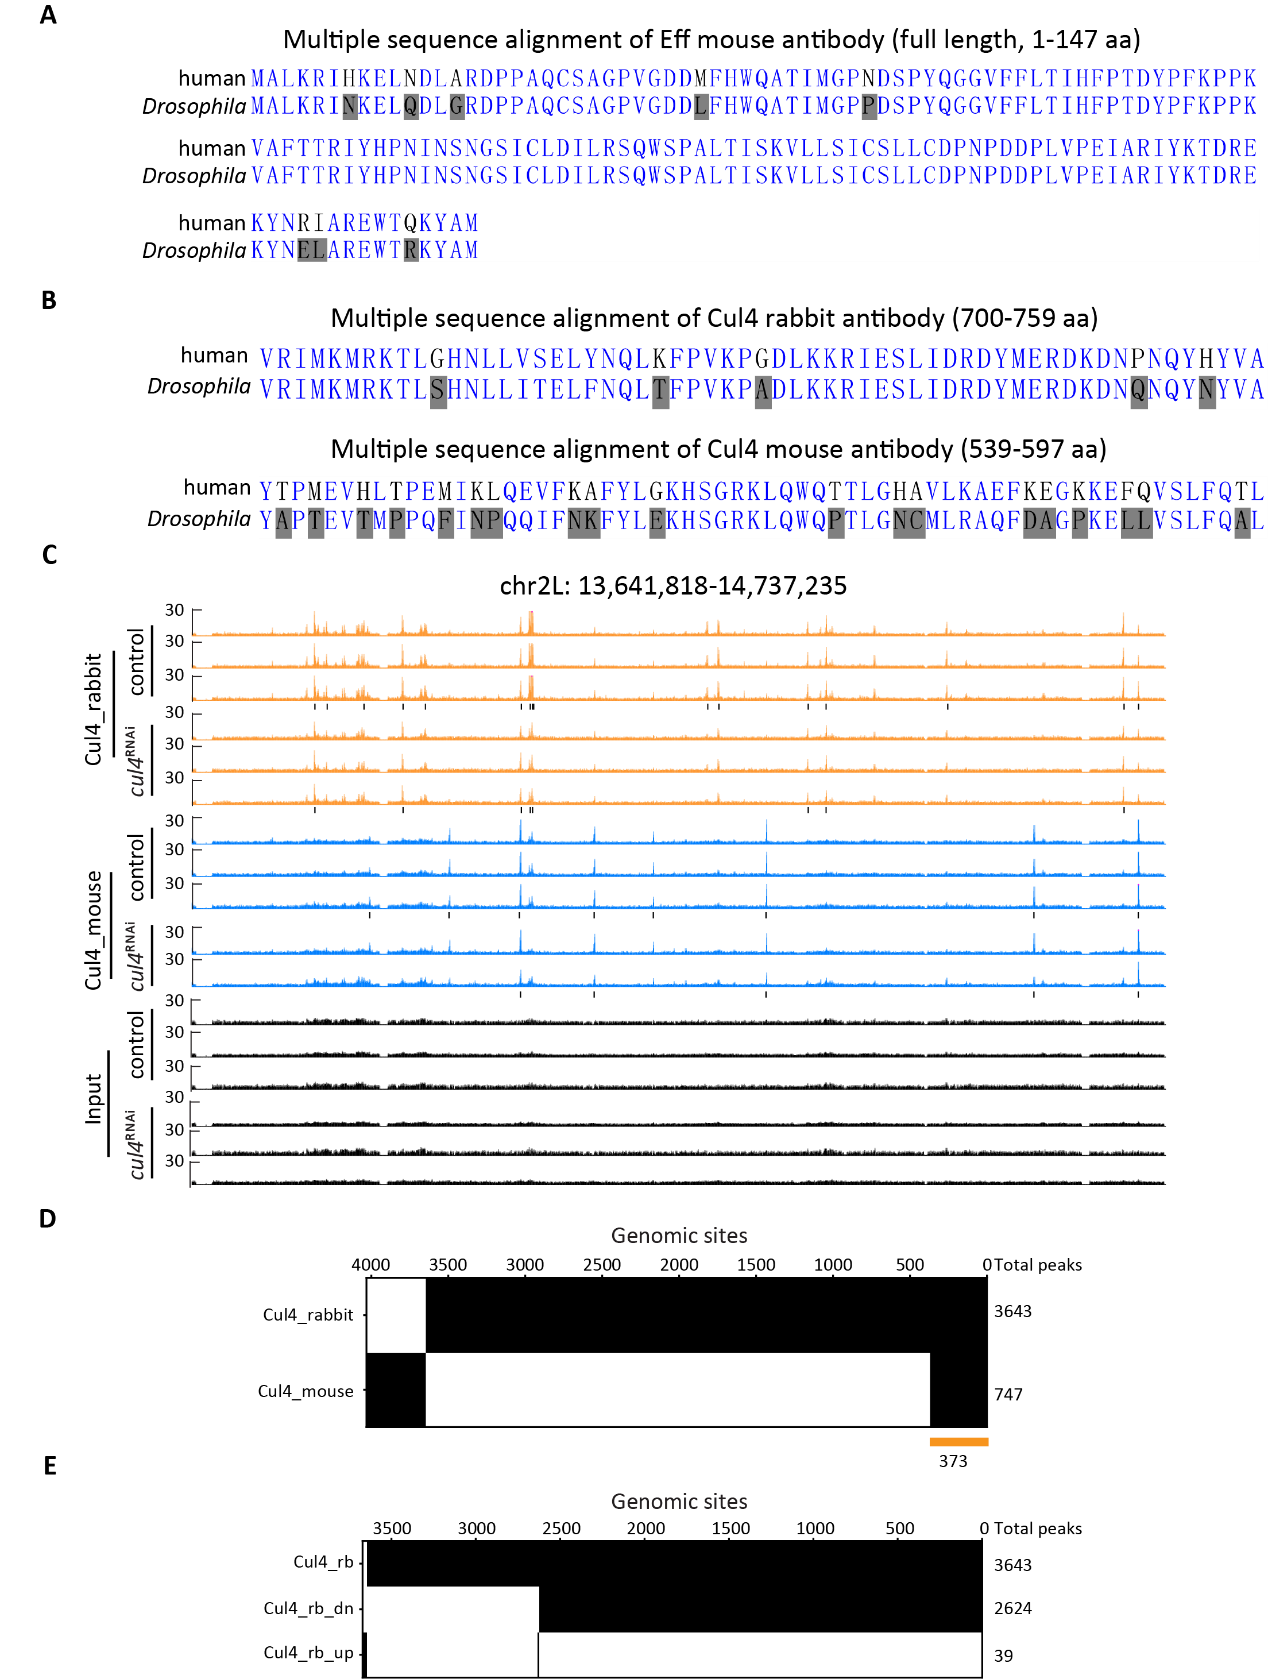
**

**Fig. S4 Validation of anti-human Cul4 antibodies for ChIP-seq in *Drosophila*.** (A-B) Alignment of antigen regions for human Eff and Cul4 with respective homolog in *Drosophila*. Conserved amino acids are indicated in blue and non-conserved are shown in gray boxes. (C) ChIP for Cul4 using two independent antibodies from different sources (rabbit and mouse). Black bars show peaks called across three biological replicates. Merged peaks using rabbit antibody is 3643, and there are 747 using mouse antibody. 

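In control cells, rabbit and mouse antibody sites lay in different places. Rabbit sites without a mouse site (3327) lay at promoters in 87.7% of cases, at CP190 in 64.4% and at Su(Hw) in 2.28%. Mouse sites without a rabbit site (383) lay at promoters in 48.6%, at CP190 in 98.2% and at Su(Hw) in 32.6%. Sites of both antibodies (393 rabbit sites) lay between them for promoters (69.5%) and Su(Hw) (19.1%), with CP190 at 96.4%. Of all mouse sites, 196 (25.3%, 95% CI 22.3 to 28.5) overlapped Su(Hw), against 4.06% of rabbit sites (odds ratio 8.01, two-sided Fisher's exact p = 4.1e-68). A rabbit peak in at least 1 library was present at 514 mouse sites (66.4%).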

After depletion of Cul4, the number of peaks called for rabbit is 2090, and 502 are called for mouse. 

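Rabbit Cul4 had 2179 reproducible sites after *cul4* knockdown, with a median width of 450 bp. The *cul4* knockdown libraries called 66.7, 53.8 and 72.2% of the Cul4 regions of control cells, a mean of 64.2 ± 9.46%, against 90.7 to 97.7% for the control libraries (two-sided exact permutation p = 0.1). Of the genes with a Cul4 site within 1 kb of a TSS in control cells, 2767 (59.1%) still had one. The paper reasons that the antibody is specific from a DiffBind analysis of reads, which was not run here and is another measure than these calls. It also cites Western blots in which the band of full-length Cul4 fell after *cul4* knockdown. Mouse antibody libraries of the knockdown are not analysed here.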

Note that only two biological replicates are used for mouse anti-Cul4 after Cul4 depletion. (D) Binary heatmap of peaks using rabbit or mouse Cul4 antibodies. The total number of peaks is shown on the right, and the yellow bar indicates overlapping sites between Cul4 antibodies. 

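Mouse antibody sites followed the strength of CP190 binding and rabbit antibody sites did not. With the CP190 sites of control cells ranked by the authors' fold and divided into 10 groups of 711 or 712, the share with a mouse Cul4 site rose from 0.843% in the weakest to 50.7% in the strongest. The share with a rabbit Cul4 site was 34.4% in the weakest and 34.0% in the strongest group, and that with Su(Hw) rose from 16.9 to 50.6%. Mouse sites held the CTCF-like sequence in 16.8% of cases (rabbit 1.43%, Fisher's exact p = 7.4e-61) and the Su(Hw) motif in 4.69% (p = 3.1e-15). The M1BP motif was rarer at mouse sites (1.69%, exact p = 3.9e-12), as was the BEAF-32 motif (1.43%, p = 3.0e-06).

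**Figure D4:**
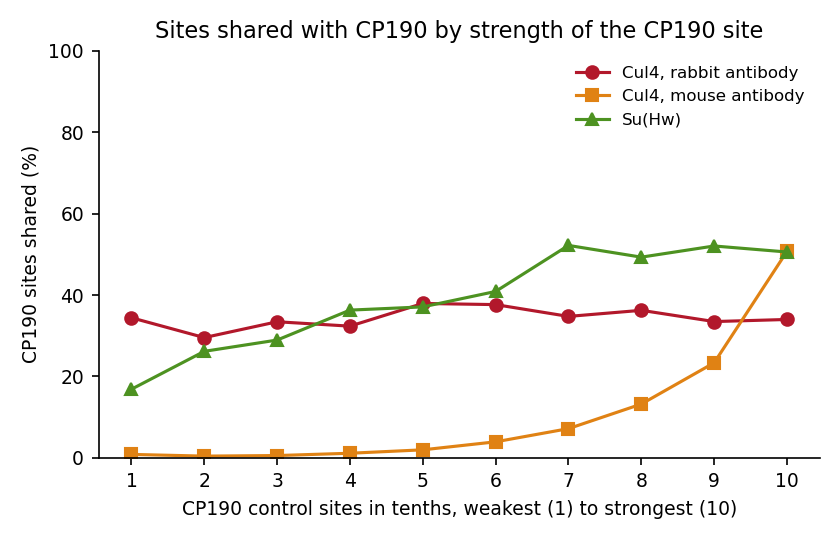
Percent of CP190 sites with a rabbit Cul4, mouse Cul4 or Su(Hw) site, in 10 groups of CP190 sites ranked by fold.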

(E) Binary heatmap of ChIP-seq peaks of rabbit anti-Cul4 of control peaks versus differentially decreased and increased peaks in the Cul4 knockdown condition. 

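Gained Cul4 regions after *cul4* knockdown were few, 9 in all. They lay at *Lim1* (X, 8805794 to 8806100), lncRNA:CR46006, *CG6000*, *CG11779*, *drd*, *CG5608*, *Ets21C*, lncRNA:CR45054 and *Pabp2*, and those at *CG11779* and *Pabp2* were CP190 sites in control cells. Among lost regions, a second one at *inc* (X, 1523322 to 1523713) and one at *CG32812* (X, 1288896 to 1289546) held both CP190 and Su(Hw). Where a difference of 2 libraries was enough, 51 Cul4 regions were gained, with summits within 250 bp joined 36, and with 1 library left out up to 28.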

Rabbit anti-Cul4 profiles were used for downstream analyses due to higher conservation of the antigen.

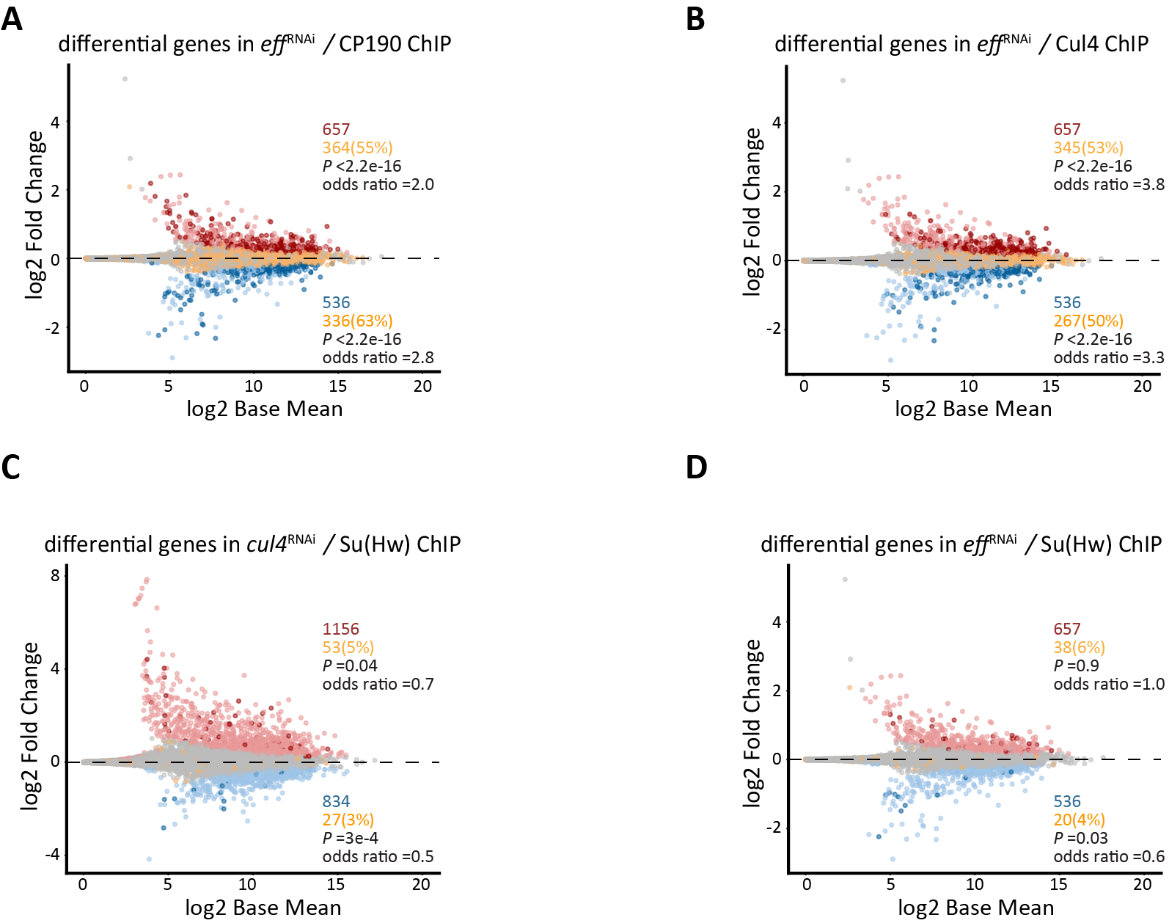

**Fig. S5 CP190 and Cul4 but not Su(Hw) are highly enriched at DEG promoters after depletion of Eff or Cul4.** (A-B) MA plots showing occupancy of CP190 and Cul4 in affected genes of neuRNA-seq in *eff* knockdown cells. (C-D) MA plots indicating the correlation of neuRNA-seq affected genes after depletion of *cul4* (C) or *Eff* (D) with binding of Su(Hw) at their promoters. Statistically significant changes include up- (red) and down-regulated (blue) genes using *P*_adj_ < 0.05. Unchanged genes without protein binding are indicated in gray. Gene promoters of unchanged genes containing CP190, Cul4 or Su(Hw) peaks are colored in orange. Up-regulated genes with (dark red) or without (light red) peak at the promoter, and down-regulated genes with (dark blue) or without (light blue) binding at the promoter are shown. Two-sided Fisher’s exact test was used to determine the *P*-value and odds ratio when comparing the binding frequency at the promoter of affected genes with unchanged genes.

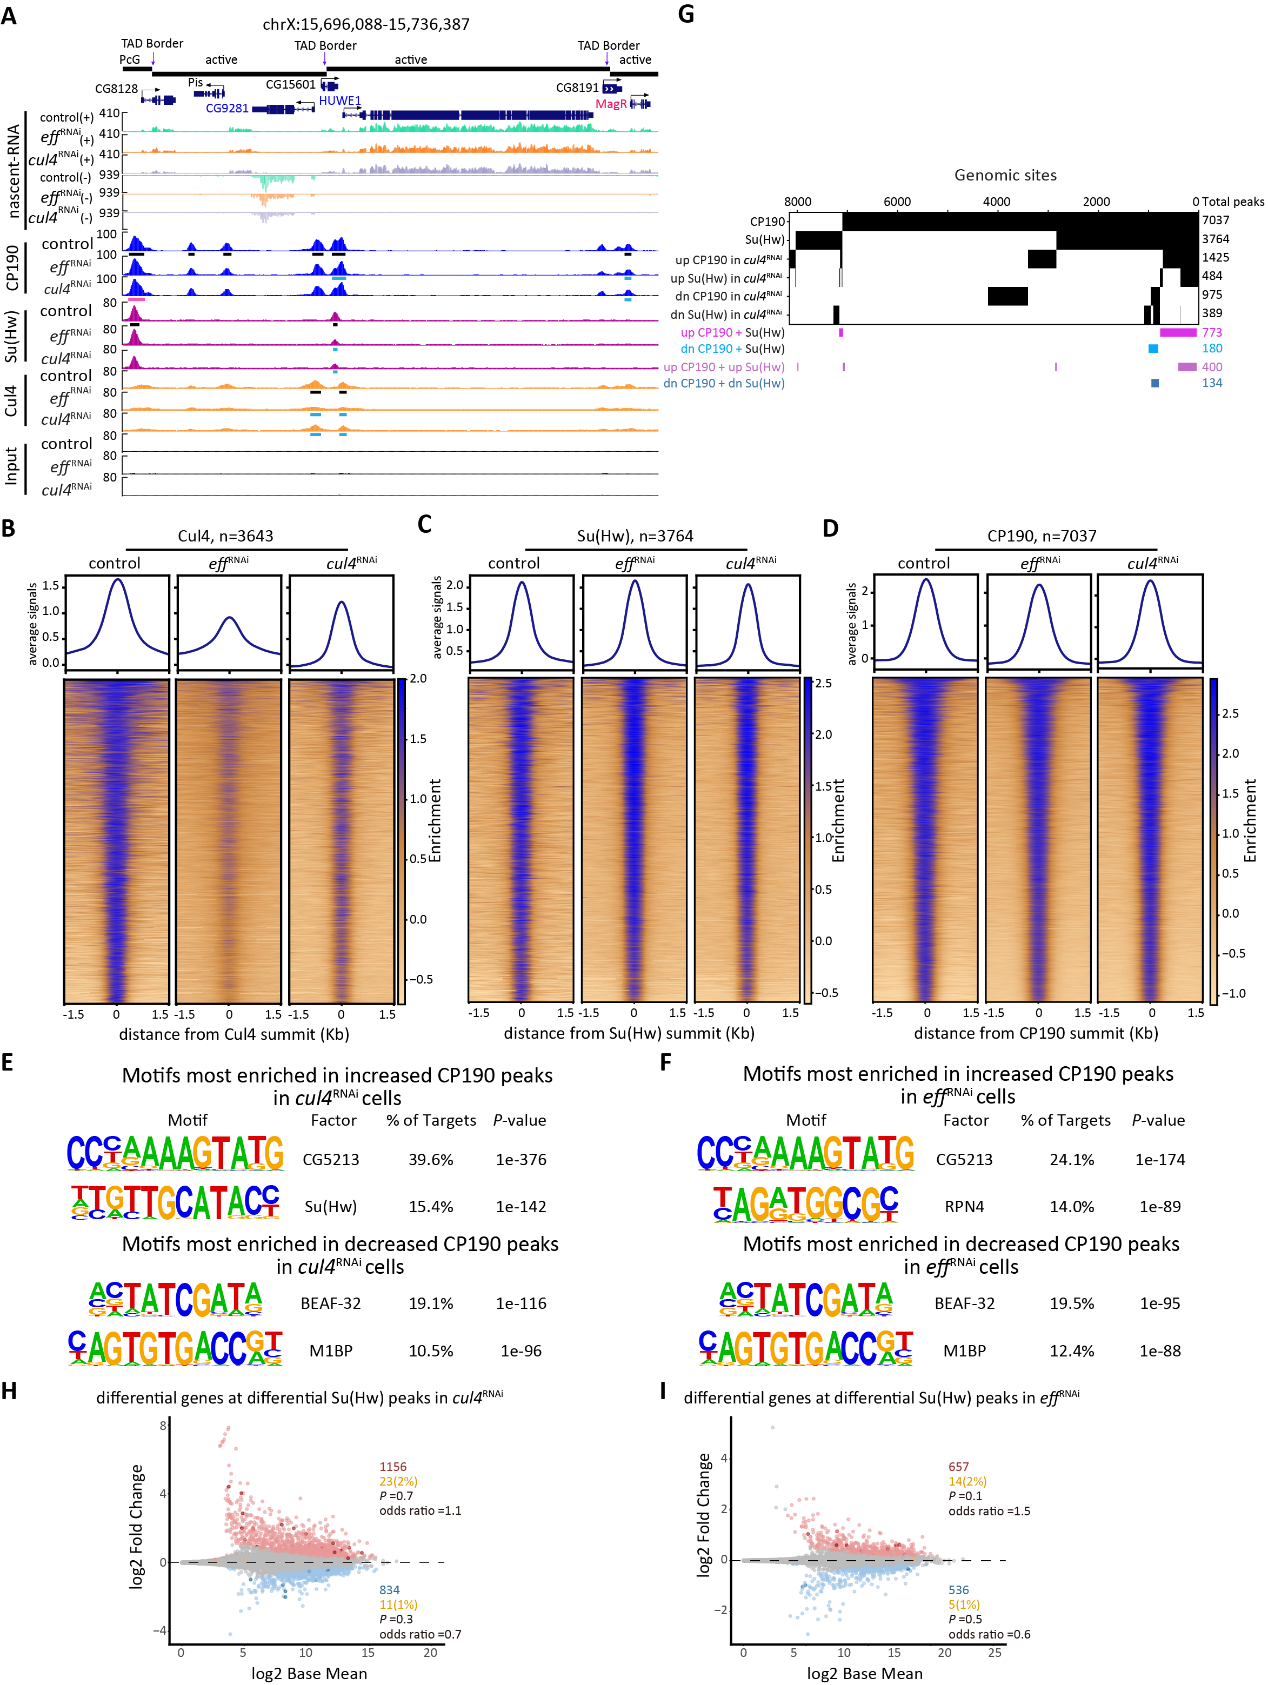
**Fig. S6 Differential CP190 peaks after either Eff or Cul4 depletion overlap considerably and are repositioned.** (A) Representative example of ChIP and neuRNA-seq tracks in control, *eff* and *cul4* RNAi cells. Decreased and increased peaks/genes are indicated in blue and pink, respectively, in knockdown conditions. (B) ChIP-seq signal at called peaks centered on their summit of Cul4 (B), Su(Hw) (C) and CP190 (D) in dsRNA transfected cells as indicated, which are sorted by descending signal in control cells. Cul4 signals are greatly diminished after depletion of Eff or Cul4. (E-F) Motif enrichment of differential CP190 peaks after depletion of Cul4 (E) or Eff (F). (G) Binary heatmap of Cul4, CP190, Su(Hw), and differential binding sites of CP190 and Su(Hw) in cells depleted of Cul4. 773 (54% of 1425) increased CP190 and 180 (18% of 975) decreased CP190 after depletion of Cul4 overlap with Su(Hw) in the control condition. Dn denotes decreased peaks, and up indicates increased. Rectangles indicate overlapping sites of differential peaks of CP190 and Su(Hw) or matching differential Su(Hw), respectively. (H-I) MA plots showing the redistribution of Su(Hw) at differentially expressed genes of neuRNA-seq in *cul4* (H) and *eff* (I) knockdown cells.

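From *CG8128* to *MagR* (X, 15697494 to 15735780), Cul4 had reproducible sites in control cells at 15710208 to 15711001 (*CG9281* and *CG15601*) and 15712372 to 15712934 (*CG15601* and the ubiquitin ligase gene *HUWE1*). Both sites were reproducible after *cul4* knockdown and neither after *eff* knockdown, where 1 library called Cul4 at *CG9281* and *CG15601* and none at *HUWE1*. All 7 genes had a CP190 site in control and *eff* knockdown cells and 5 in *cul4* knockdown cells, where *CG8191* and *MagR* fell to 2 of 3 libraries. The Su(Hw) site at *HUWE1* (15711903 to 15712265) was called in 3 control libraries, 1 *eff* knockdown library and no *cul4* knockdown library.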

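Of the genes with Cul4 within 1 kb of a TSS in control cells, 214 (4.57%) still had it in all 3 libraries after *eff* knockdown, the rule for a gene to keep it here. It was kept at 0 of 20 ubiquitin and cullin pathway genes, 0 of 16 cell cycle genes, 0 of 12 insulator protein genes and 1 of 78 cytoplasmic ribosomal protein genes, none of them past the threshold against other genes with Cul4 (adjusted Fisher's exact p = 1 for each). At *CYLD*, of the ubiquitin list, 2 of 3 *eff* knockdown libraries called it. Among hemocyte genes 3 of 13 kept it, *Hml*, *LanB2* and *ush* (adjusted exact p = 0.217). After *cul4* knockdown it was kept at 10 of 20 ubiquitin pathway genes, among them *Uba1*, *slmb*, *CYLD* and *HUWE1*, while *Nedd8*, *Cul1*, *SkpA* and *CSN5* no longer had it in all 3 libraries. Ribosomal protein genes kept Cul4 at 58 of 78 promoters (74.4%, against 58.8% of other genes, adjusted exact p = 0.0887). The *eff* gene kept its Cul4 site after *cul4* knockdown and not after *eff* knockdown. CP190 stayed at 7127 (97.0%) of its genes after *eff* knockdown and 6144 (83.6%) after *cul4* knockdown. Insulator protein genes kept it at 17 of 20 promoters after *cul4* knockdown (85.0%), near the share of other genes (83.6%). The promoters of *Cp190* itself, *mod(mdg4)* and *Topors* did not keep it in all 3 libraries.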

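After *cul4* knockdown, 301 of 3758 Su(Hw) regions called in the controls (8.01%) were lost, and 2 other regions were gained, at lncRNA:CR44131 (2R, 6065652 to 6066009) and *SA2* (3L, 1447926 to 1448261). Lost Su(Hw) regions with the highest rank lay at *CG14327* (3R, 17615069 to 17615490), *CG5697* (3R, 21015116 to 21015565), *shakB* (X, 20799856 to 20800265) and *Sox21b*, each also a CP190 site in control cells. They were weak as a group, at a median percentile of 15.3 against 62.6 for kept regions. With the same number of peaks per library, a rule that pushes the counts towards balance, they were 57 lost and 41 gained. Where a difference of 2 libraries was enough, 720 were lost and 12 gained, and leaving out 1 library gave up to 471 lost.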

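CP190 regions lost after *cul4* knockdown lay at a Su(Hw) site of control cells in 11 of 142 cases (7.75%), against 41.3% of kept regions (two-sided Fisher's exact p = 1.2e-18). After *eff* knockdown it was 10 of 77 (13.0%, against 39.4%, exact p = 7.5e-07). Lost regions were weak in control cells, at a median percentile of 19.8 after *cul4* and 16.5 after *eff* knockdown. Kept ones were at 63.9 and 58.8. With CP190 sites in 10 groups by fold, Su(Hw) was at 16.9% of the weakest and 50.6% of the strongest. Strength was not matched, so these shares cannot separate loss from weakness. The share after *cul4* knockdown depends on the libraries and the rule. It rose to 29.8% (146 of 490) without *cul4* knockdown replicate 1, 14.7% without control replicate 2, 22.6% where a difference of 2 libraries was enough and 23.2% with the same number of peaks per library, below the kept regions in each case. Among the 3000 strongest peaks of each library, the share after *cul4* knockdown was 24.8% (against 50.4% of kept regions, exact p = 2.3e-08). The lower share after *eff* knockdown did not hold with the strongest peaks. It was 40.0% with 5000 (against 42.9%, exact p = 0.658), 43.5% with 3000 (against 47.4%, p = 0.543) and, with the direction turned, 53.0% with 1500 (against 44.9%, p = 0.205).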

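Few regions with both CP190 and Su(Hw) lost both, but those that lost CP190 lost Su(Hw) more often than the rest. Here CP190 regions count as having Su(Hw) when they overlap a Su(Hw) peak of any control or knockdown library, a wider set than those at reproducible Su(Hw) sites of control cells. After *cul4* knockdown 14 of 3605 such regions lost CP190, and Su(Hw) was lost at 9 of them (64.3%), against 207 of the 3591 others (5.76%, two-sided Fisher's exact p = 1.3e-08). After *eff* knockdown 10 of 3596 lost CP190, and Su(Hw) was lost at 5 of them (50.0%, against 0.837% of the others, exact p = 1.6e-08). These include the regions named by *CG14448* and *Pld* and the one whose distant nearest TSS is that of CR40182. The shares depend on single libraries. With 1 left out they ran from 30.5 to 76.9% after *cul4* knockdown and from 8.24 to 54.5% after *eff* knockdown, above the others each time. Among the 3000 strongest peaks of each library they were 2 of 30 (6.67%, exact p = 0.0285) and 1 of 30 (3.33%, p = 0.145). Among the 1500 strongest the call after *cul4* knockdown ended (1 of 23, 4.35%, against 0.956%, exact p = 0.215) and the direction after *eff* knockdown turned (0 of 35, against 0.965%). By the same wider rule, no CP190 region with Su(Hw) was gained after *cul4* knockdown and 2 were after *eff* knockdown, neither with a gain of Su(Hw). With the same number of peaks per library, Su(Hw) was gained at 3 of 16 gained regions after *eff* knockdown (18.8%, exact p = 2.5e-05).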

**
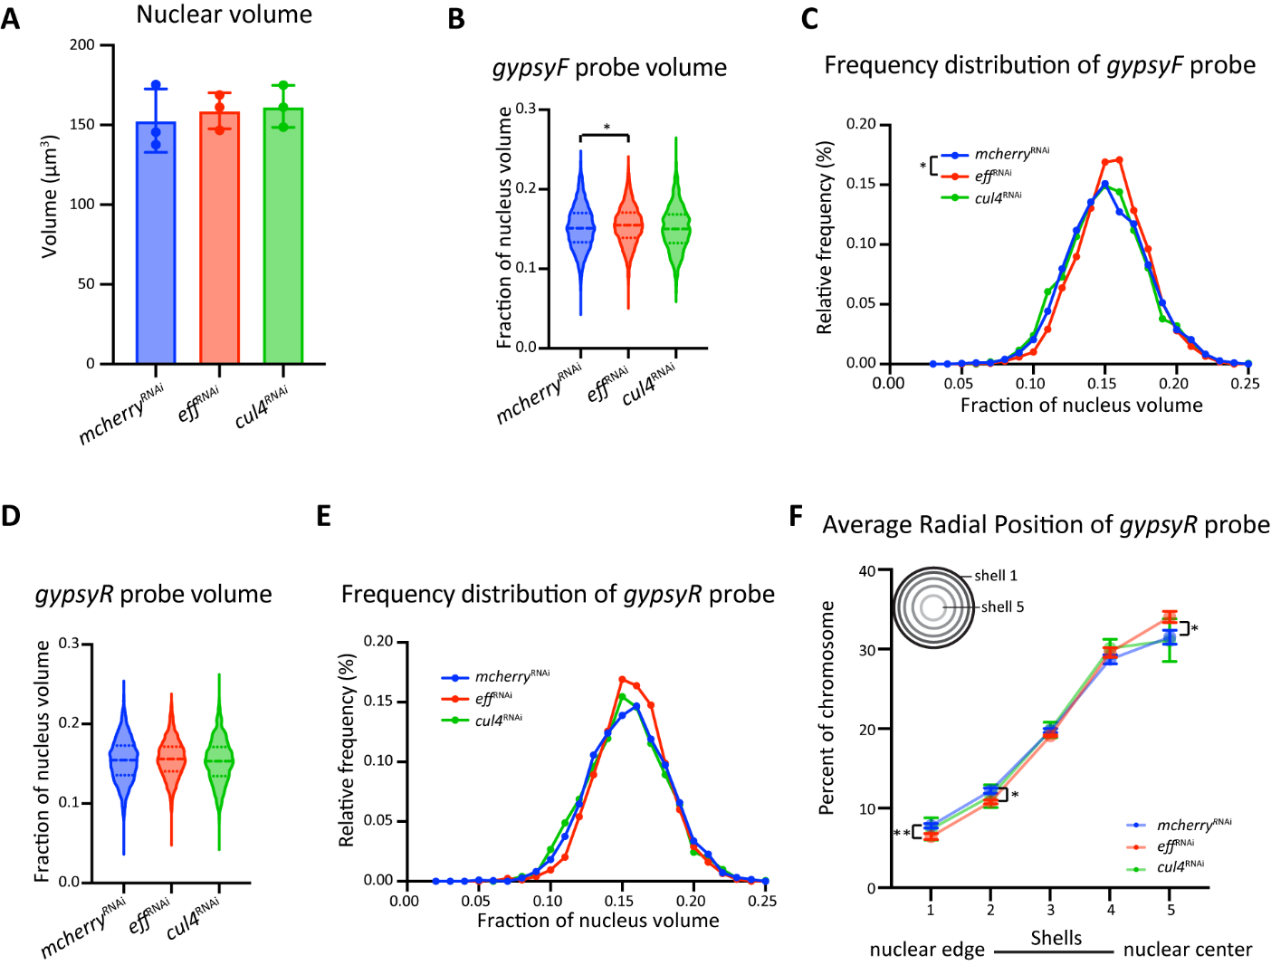
**

**Fig. S7 Depletion of Eff but not Cul4 affects the 3D organization of *gypsy* insulator binding sites.** (A) Nuclear volume does not change after any dsRNA knockdown. Data are from three biological replicates, with n > 500 cells per replicate. (B-E) Quantification of probe volume relative to nuclear volume in a single replicate. The volume of *gypsyF* paint (B) is significantly increased in *eff* knockdown cells but not in *cul4* knockdown cells. No change in *gypsyR* paint volume (D) was detected in any treatment. Frequency distribution of *gypsyF* (C) and *gypsyR* (E) paint volume in cell population. Student’s t-test was applied, and error bars show standard deviation, * is *P* < 0.05. (F) Shell analysis to determine radial position of *gypsyR* paint in the nucleus. The nucleus was divided into five shells of equal volume. Shell 1 is the closest to the periphery, and shell 5 is the center. n > 500 cells. Paired-t test was used to obtain statistically significant difference from the median of three biological replicates. * *P* < 0.05, ***P* < 0.01, ****P* < 0.001, and error bars show standard deviation.

# Supplementary material for: Effete and Cullin 4 affect nuclear organization of the gypsy chromatin insulator
**Source:** BMC Biol. 2026 Apr 17;24:126. doi: 10.1186/s12915-026-02596-6

**Original uncropped Western blot images**

**Corresponding to Figure 1C**

Sample lanes (left to right): Marker, *mcherry^RNAi^, cp190^RNAi^, su(Hw)^RNAi^, mod(mdg4)67.2^RNAi^, mcherry^RNAi^, eff^RNAi^, mcherry^RNAi^, cul4^RNAi^*, WT1, WT2, Marker

Note that chemiluminescent signal is shown on left, and overlay of chemiluminescence and visual light is shown on right.

α-CP190

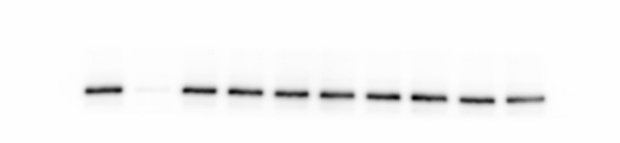

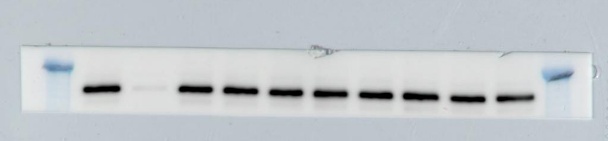

α-Su(Hw)

α-Mod(mdg4)67.2

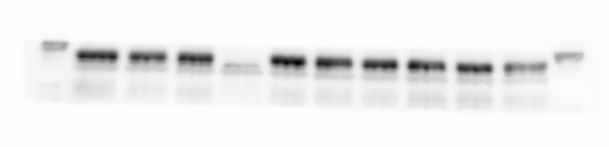

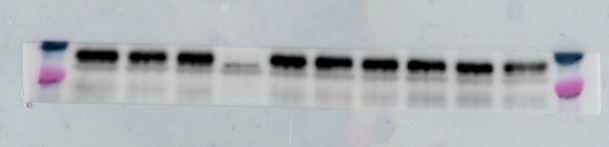

α-Eff (mouse)

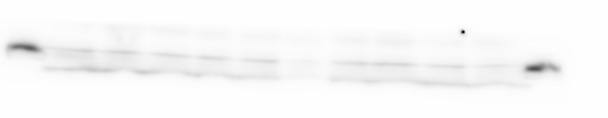

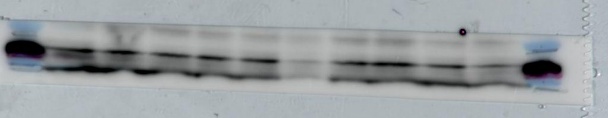

α-Tubulin

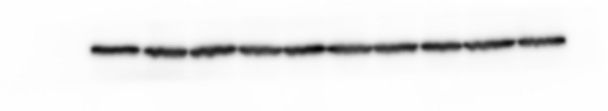

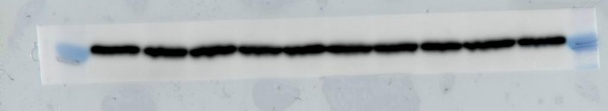

Sample lanes (left to right): Marker, *mcherry^RNAi^, cp190^RNAi^, su(Hw)^RNAi^, mod(mdg4)67.2^RNAi^,* WT1, WT2, *mcherry^RNAi^, eff^RNAi^, mcherry^RNAi^, cul4^RNAi^*, Marker. Note that these are the exact same samples as loaded in the top set.

α-Cul4 (mouse)

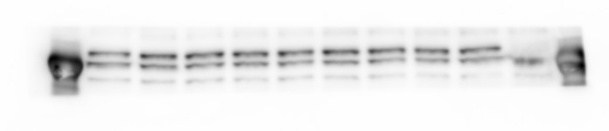

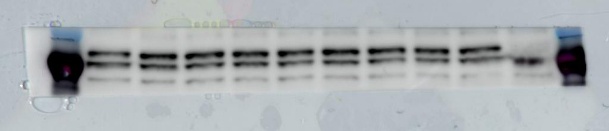

**Corresponding to Figure 1D**

Sample lanes correspond to labeling in main figure.

α-CP190

α-Su(Hw)

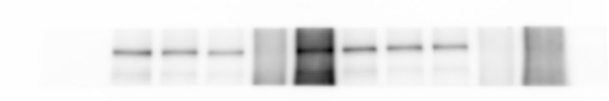

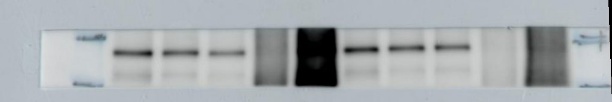

α-Cul4 (rabbit)

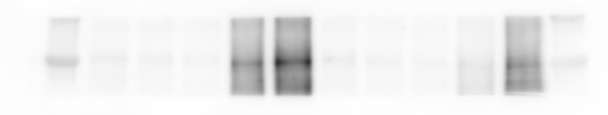

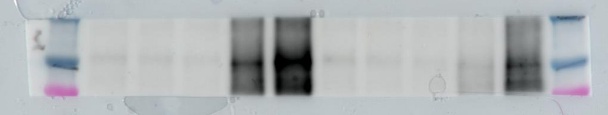

α-Mod(mdg4)67.2

α-LaminB

α-Polycomb

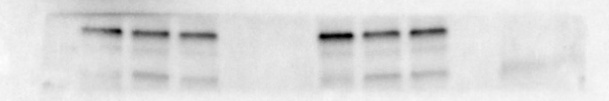

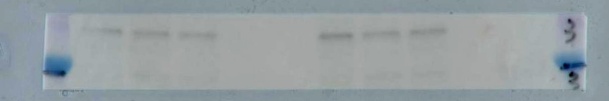

α-Eff (rabbit)

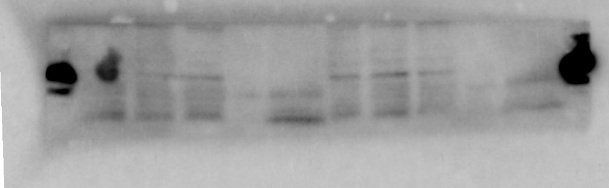

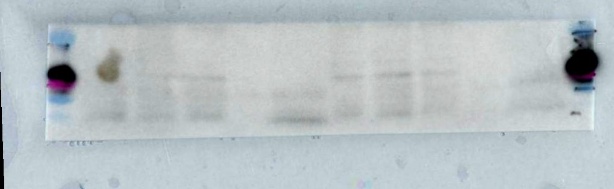

**Corresponding to Figure 2A**

Sample lanes (left to right): Marker, *act5C-Gal4*, *act5C-Gal4, act5C::su(Hw)^RNAi^, act5C::su(Hw)^RNAi^,* *act5C::cul4^RNAi^, act5C-Gal4, act5C::cul4^RNAi^, act5C::eff^RNAi^, act5C-Gal4, act5C::eff^RNAi^,* Marker

α-CP190

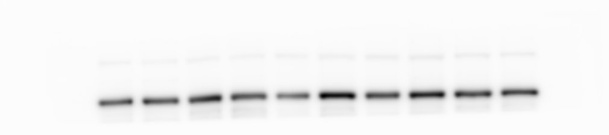

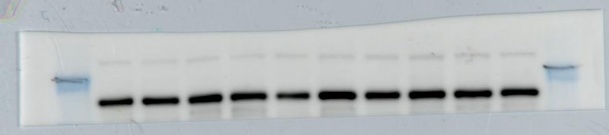

α-Cul4 (mouse)

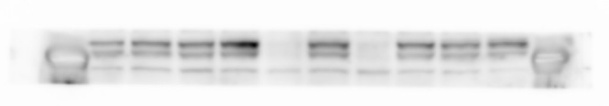

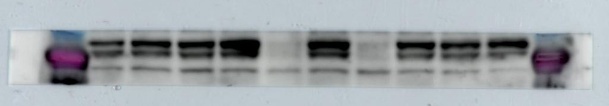

α-Tubulin

α-Eff (mouse)

**Corresponding to Figure 5A**

Sample lanes correspond to labeling in main figure.

α-CP190

α-Su(Hw)

α-Cul4 (mouse)

α-LaminB

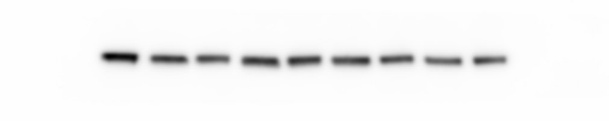

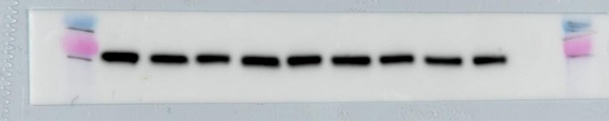

α-Tubulin

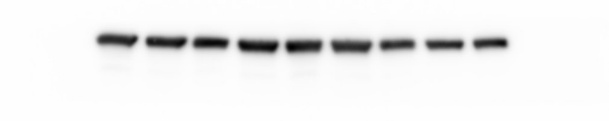

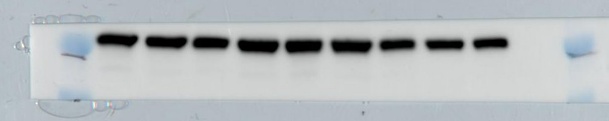

α-Eff (mouse)

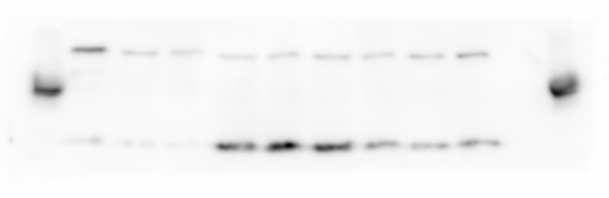

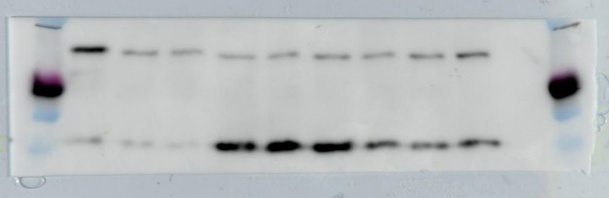

**Corresponding to Additional file 1: Fig. S2B**

α-Cul4 (rabbit)

Sample lanes (left to right): Marker, *mcherry^RNAi^*, *cul4^RNAi^*, *mcherry^RNAi^, cul4^RNAi^*

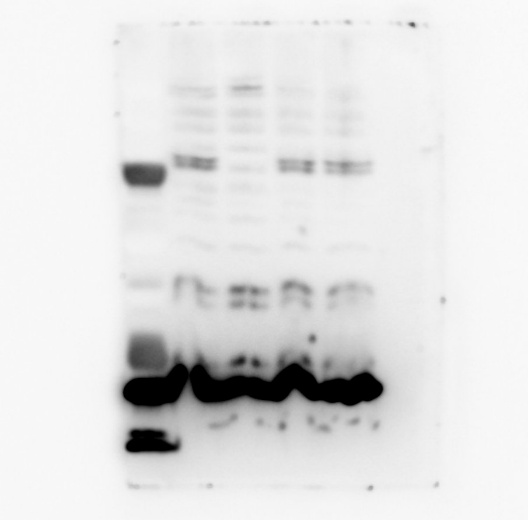

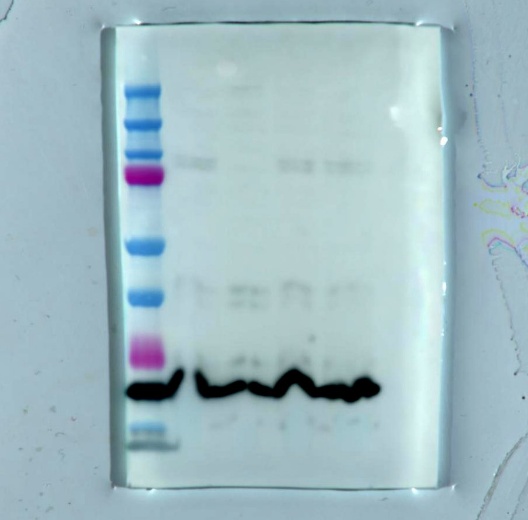

α-Cul4 (mouse)

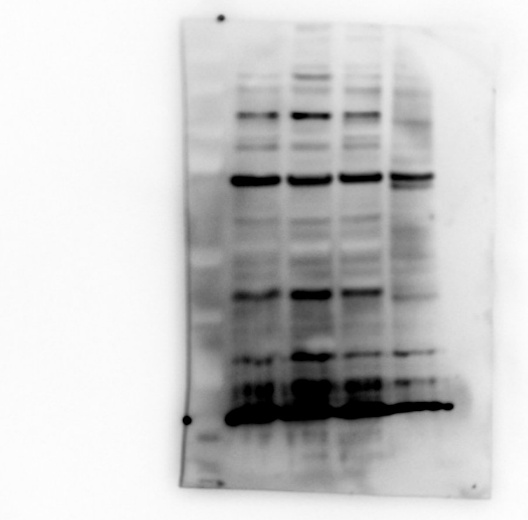

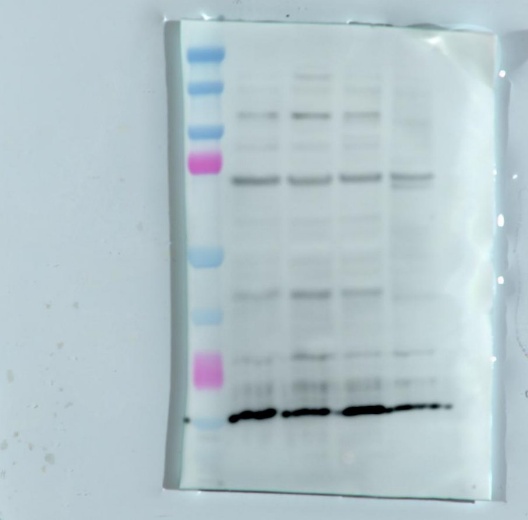

α-CP190

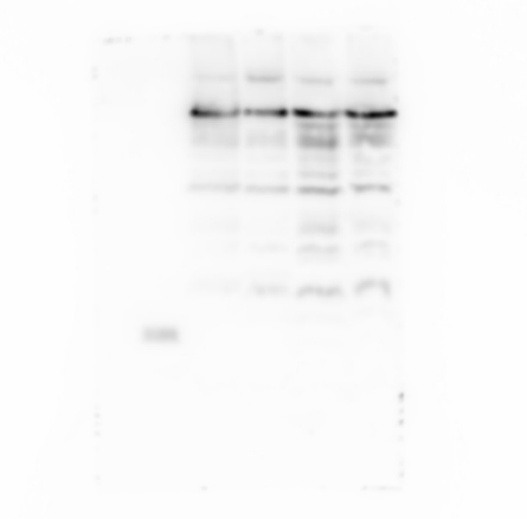

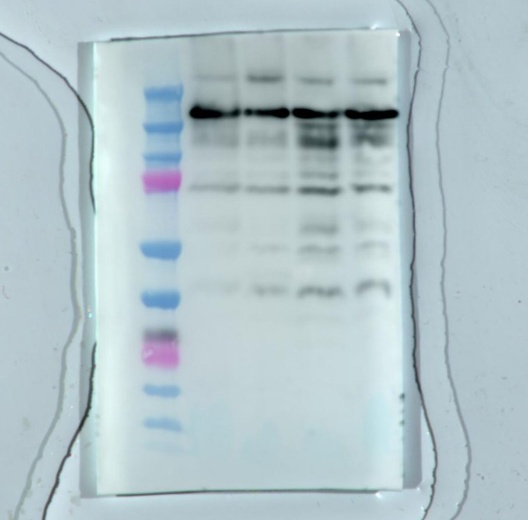

**Corresponding to Additional file 1: Fig. S2E**

Sample lanes (left to right): Marker, *mcherry^RNAi^, cp190^RNAi^, su(Hw)^RNAi^, mod(mdg4)67.2^RNAi^, mcherry^RNAi^, topors^RNAi^, mcherry^RNAi^, topors^RNAi^,* WT1, WT2, Marker

α-CP190

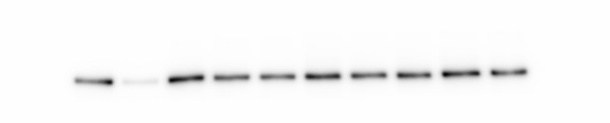

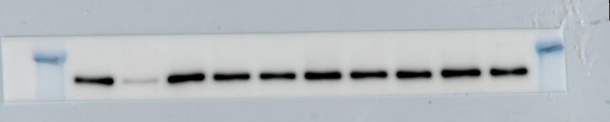

α-Topors

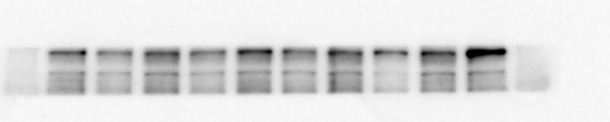

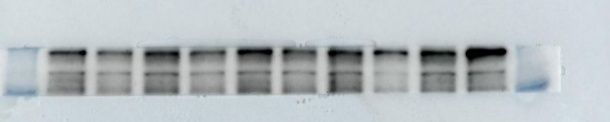

α-Su(Hw)

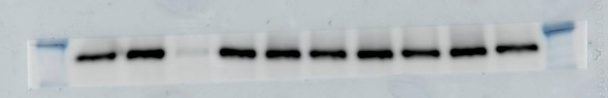

α-Cul4 (mouse)

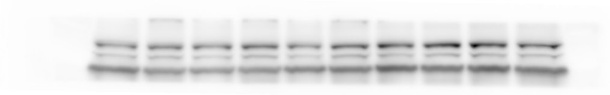

α-Mod(mdg4)67.2

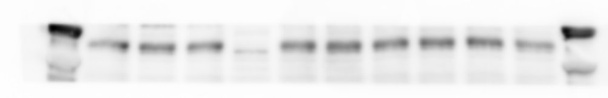

α-Tubulin

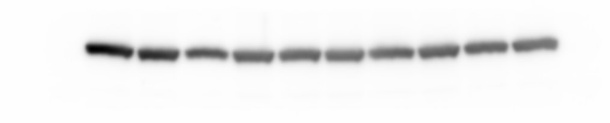

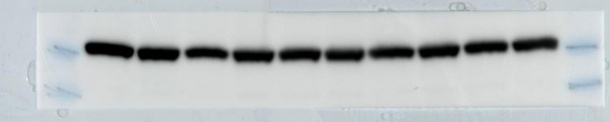

α-Eff (mouse)

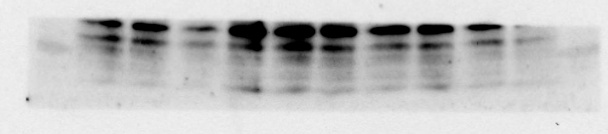

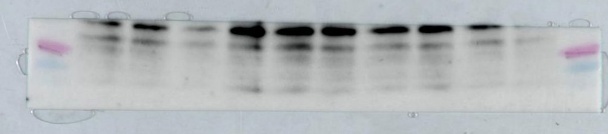

**Corresponding to Additional file 1: Fig. S2G**

Samples (left to right): anti-CP190 IP lanes as labeled in Fig. S2G and nuclear extract, supernatant of IgG IP, supernatant of anti-Eff IP, IgG IP, anti-Eff IP

α-CP190

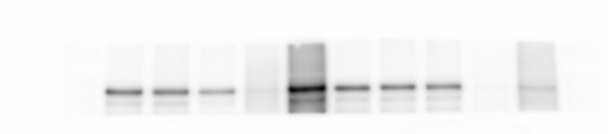

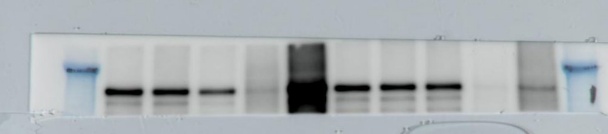

α-Cul4 (rabbit)

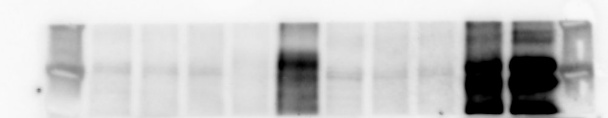

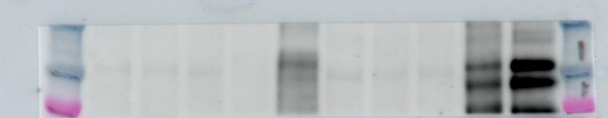

α-LaminB

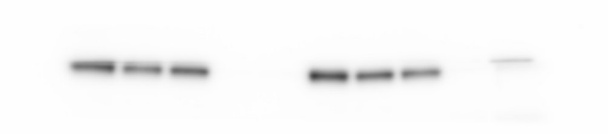

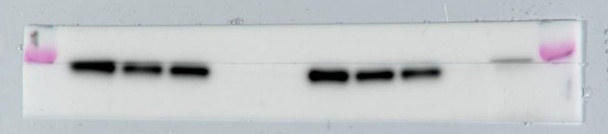

α-Polycomb

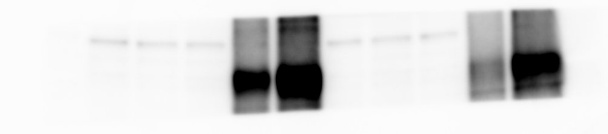

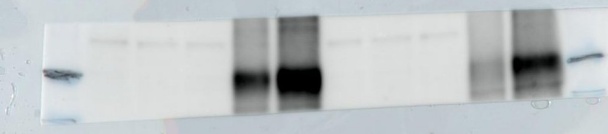

α-Eff (rabbit)

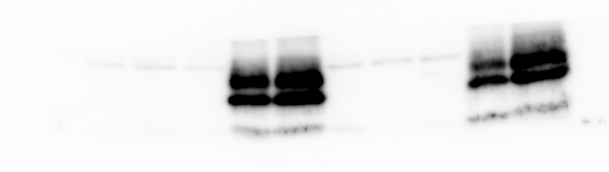

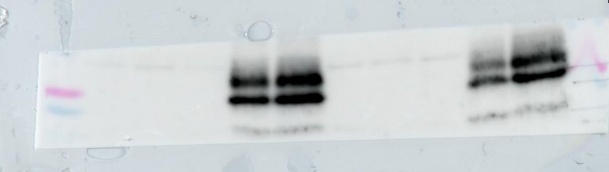

**Supplement:** Supplementary file 3 — Additional file 3. Original western blot images.

How the deposited data were processed for this re-analysis (not part of the article)

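The data are ChIP-seq peak lists from Kc167 cells treated for 4 days with control (mcherry), *eff* or *cul4* dsRNA. They cover 30 libraries in 10 groups of 3: CP190, Su(Hw) and Cul4 (rabbit antibody) in each of the 3 treatments, and Cul4 with a mouse antibody in control cells. Another 9 libraries are inputs with no list and were not used here. Mouse antibody libraries of the knockdown, nascent RNA data, TAD borders and the blacklist of the paper were not used here.

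The authors trimmed reads with cutadapt 3.4, aligned them with Bowtie2 2.4.2 to FlyBase release 6.35, filtered them with samtools 1.12 at a mapping quality of 20, removed duplicates with Picard MarkDuplicates 2.25.2, and called peaks with MACS2 2.2.7.1 at a q of 1e-09 against input. Each deposited list holds the calls of 1 library, while the methods of the paper have replicate files given to MACS2 as multiple files and then take the intervals shared by all 3 replicates, filtered against a blacklist, as sites. For each peak the authors give the fold enrichment, the ratio of the pileup at the summit to the local background, which ran from 1.40 to 50.8. They also give the −log10 p and the −log10 q of MACS2, and the lowest −log10 q in any deposited list is 9.04. The score column of the deposited lists is a whole-number form of −log10 q and was used only to check that column. Reads, coverage and read totals are not part of the lists, so binding was compared through calls. DiffBind 3.10.0 and HOMER 4.11.1, which the authors used on reads and sites, were not run.

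The lists hold 424 to 9149 peaks, of which 0.162% lie off the major chromosome arms. The depth of a library was judged from the lowest background that the fold and p of its peaks imply under the Poisson model of MACS2, which ran from 4.49 to 33.2 reads at a summit. Lists of unequal depth differ in the weakest site that they can call. For a comparison at a matched background, the peaks of all 6 libraries were thinned at random to the lowest background of the 6, and those that no longer passed the cutoff on p were dropped. This assumes that the lowest background scales with depth, which could not be checked without read totals, and it cannot add peaks to a shallow list.

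Peaks of a group were merged where they overlapped by at least 1 bp, and a site was reproducible when it held a peak of all 3 libraries. Sharing between sets of sites was compared with 1000 circular shifts along each major arm. Shifted sites were counted at an overlap of at least 1 bp under every setting. For each knockdown, the peaks of 3 control and 3 knockdown libraries were merged into regions. A region was lost when called in all 3 control and no knockdown library, gained in the reverse case and kept when called in all 6. The retained share of a library is the percent of regions called in a pair of control libraries that it calls, averaged over the pairs that leave it out. With a control library left out, single control libraries take the place of the pairs. The calls were tested on simulated data in 3 comparisons, Cul4 after *eff* knockdown and CP190 and Su(Hw) after *cul4* knockdown. Of 200 planted lost regions 80 to 84% were called, of 100 planted gained regions 76 to 84%, and at most 2 that were not planted. Every unchanged region was called with the same high probability in each simulated library, so weak sites and unequal depth were not simulated. The few false calls there do not carry over to the real lists. By a model of the CP190 control libraries, an unchanged knockdown lost a mean of 21.8 and gained a mean of 21.6 regions.

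Promoters were the TSS and 1500 bp upstream for the classes of sites, and 1 kb to either side of a TSS for genes, as in the paper. Genes were 18358 genes of Ensembl 115 for BDGP6, without transposable elements, a later annotation than that of the paper. The 5 motifs (M1BP, BEAF-32, Su(Hw), CTCF-like and GAGA) were searched as consensus sequences on both strands within 100 bp of a summit, against windows 1 kb to either side, or at changed CP190 regions against kept regions. The 16 gene lists were insulator proteins, ubiquitin and cullin pathway, cell cycle, hemocyte and blood cell, Hox genes, neuronal, muscle, germline, heat shock, lamina and nuclear pore, cytoplasmic and mitochondrial ribosomal proteins, proteasome, odorant and gustatory receptors, cuticle proteins, and chorion and vitelline. They were written before the files were opened. The symbols mtor, nos and Z4 were matched to *Mgtor*, *nanos* and *pzg* afterwards.

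Genes are named in the text by a rule set beforehand: the genes drawn in the ChIP panels of Figs. 3A, 4A, 5B and S6A, the genes of the insulator, ubiquitin and hemocyte lists, and for each comparison the 10 lost and 10 gained regions with the highest mean percentile of fold within their own lists, named by the nearest TSS.

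Counts per library and retained shares were compared by two-sided exact permutation tests, for which 0.1 is the smallest p with 3 against 3 libraries. Shares were compared by two-sided Fisher's exact tests, with Benjamini-Hochberg adjustment within a family of tests and a threshold of 0.05, and have exact 95% confidence intervals. The smallest p that was written is 1e-300. Nearby sites and genes are not independent. CP190 changes in both knockdowns were set beside 1000 simulations in which every library follows a model of the control libraries and both knockdowns share the controls, with fewer lost and more gained regions than were seen.

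Alternatives were: sites called in 2 of 3 libraries, a −log10 q of at least 20, an overlap of 50% of the shorter interval, the common interval of the libraries, the peaks of replicate 1, the major arms only, a difference of 2 libraries for lost and gained regions, the same number of peaks per library (CP190 and Su(Hw)), summits within 250 bp joined, the other promoter definition, a motif window of 250 bp, 1 mismatch, a promoter background, the replicate number as a block, and each library left out in turn. The 5000, 3000 and 1500 strongest peaks per library were added later. With a fixed number of peaks per library, a peak that leaves a list is replaced by another, which pushes lost and gained counts towards balance. Of the motifs at changed regions, the Su(Hw) motif, the M1BP and BEAF-32 motifs of lost regions and the number of tests past the threshold were followed through the alternatives. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.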

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

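Of the tests in this part, those on thinned libraries were set before their result was seen, and all others after.

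The mouse antibody in control cells, for which the paper gives profiles, a count of sites and the overlap with the rabbit antibody, had 25.3% of its sites at Su(Hw), against 4.06% for the rabbit antibody. Promoter occupancy by gene list is not analysed in the paper. In control cells Cul4 was at 85.7% of cytoplasmic ribosomal protein genes and Su(Hw) at 43.8% of neuronal genes. CP190 regions that entered the 3000 strongest peaks of each library lay at Su(Hw) sites in 56.4% of cases after *cul4* knockdown (kept regions 50.4%, Fisher's exact p = 0.303) and 18.8% after *eff* knockdown (kept 47.4%), which differ from each other. With the 5000 strongest peaks the shares were 42.6 (kept 44.9%) and 16.5%, and with the 1500 strongest 77.4 and 44.4%. Entry into the strongest ranks is not a measure of more binding, and the knockdowns share their controls. With 3000 peaks and 1 library left out the shares ran from 40.6 to 62.6% and from 15.9 to 22.4%. The choice of 5000, 3000 or 1500 peaks was made after the data were examined.

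Cul4 peaks were called at fewer control regions after *eff* knockdown. With all 6 libraries thinned to the lowest background, the *eff* knockdown libraries called at most 21.4% of the control regions and the control libraries at least 75.2%, which argues against lower depth as the cause. A control library under the label of *eff* knockdown replicate 1 would call as many regions as the controls, and it called 69.0%, below the lowest control at 90.7%. With thinned libraries replicate 1 called 13.3%, so the fall is not in replicates 2 and 3 alone. A weaker immunoprecipitation in all 3 *eff* knockdown libraries was not tested and could give the same calls, as could a dependence of Cul4 on Eff.

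Su(Hw) regions were lost more often than gained after *cul4* knockdown. With thinned libraries 150 regions were lost and 3 gained, down from 301 lost. By this measure depth may account for part of the loss and not for all of it. With the same number of peaks per library 57 were lost and 41 gained. That rule pushes the counts towards balance, so it cannot decide the question. Lost regions were weak, at a median percentile of 15.3, which is in line with a loss of calls near the threshold. Whether Su(Hw) binding itself fell was not tested.

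The mouse and rabbit antibodies gave different Cul4 sites. Only 50.5% of mouse sites overlapped a rabbit site, which argues against the mouse antibody finding a part of the rabbit antibody's sites. A mouse site was present at 50.7% of the 712 strongest CP190 sites and 0.843% of the 712 weakest, which is in line with a mouse signal that follows CP190 strength. Forms of Cul4 that only 1 antibody binds were not tested and remain possible.

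Each comparison of 3 control and 3 knockdown libraries has 10 splits of the 6 libraries, too few to give a small p, and 10% of the regions called in exactly 3 libraries would be separated by chance. The number of splits with as many separated regions was 1 for Cul4 after *eff* knockdown (1078 regions, highest other split 130), 1 for Cul4 after *cul4* knockdown (775, highest other 48), 1 for Su(Hw) after *eff* knockdown (66, highest other 23) and 1 for Su(Hw) after *cul4* knockdown (303, highest other 23). It was 2 for CP190 after *eff* knockdown (91, highest other 211) and 2 after *cul4* knockdown (146, highest other 639), so another split of the CP190 libraries separated several times as many regions in the *cul4* comparison, which points to a structure of the samples other than the knockdown.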

How the results depend on the processing

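Of 1084 values of 128 results under other settings, 876 under settings chosen before the files were examined and 208 under settings added afterwards, 922 kept their direction and their side of the threshold, 50 turned direction, 16 fell short of the threshold, 26 passed it and 70 counts or shares moved by more than the limit set for them. Among 561 values with 1 library left out are those of CP190 control replicate 2, which called fewer regions than the other controls. The shared and promoter sites of Cul4 and CP190 and the overlap of CP190 regions lost in both kept their calls throughout. The fall in the retained share of Cul4 in both knockdowns kept its direction, and since tests between 3 and 3 libraries cannot pass 0.05, only their direction could change. Of 288 values of the gene lists, 276 kept theirs and 6 fell short of the threshold, all for Cul4: at a −log10 q of at least 20, nuclear lamina and pore genes (odds ratio 1.98), chorion and vitelline genes (0) and proteasome genes (1.47), which also fell short under 3 other settings. The lists hold calls without reads, so the strength of binding was not compared between libraries. Gained regions are few, and their shares rest on up to 14 regions. The cause of the changes below was not tested. The 5000, 3000 and 1500 strongest peaks per library, the libraries left out for motifs and the odds ratio over either knockdown were chosen after the data were examined.

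The libraries of different groups share only a replicate number. Same-numbered libraries correlated from −0.21 to 0.28 and others from −0.38 to 0.29, none of the 6 comparisons had every same-numbered correlation over 0.1, and 1, 1, 1, 2, 0 and 0 libraries were closest to their own number. With the number as a replicate block, the mean differences are unchanged (retained share of Cul4 after *eff* knockdown −63.3 percentage points, paired exact p = 0.25, the smallest that 3 pairs can give), and no call could change.

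Reproducible Cul4 sites after *eff* knockdown (195) were 750 in 2 of 3 libraries, 125 at a −log10 q of at least 20 and 201 to 549 with 1 library left out. The share of Cul4 sites at Su(Hw) (4.06%) was 3.17% with an overlap of 50%, 4.47% in 2 of 3 libraries and 3.97 to 4.13% with 1 library left out. With an overlap of 50%, shifted sites were still counted at 1 bp, so a turn against the shifts under that setting has no meaning. The promoter share of Su(Hw) sites (25.5%) was 27.4% with the other definition. The difference in retained share of CP190 after *eff* knockdown (0.741 percentage points) ran from −11.1 to 2.23 with 1 library left out. Where that was a control library, the reference was the regions of 1 control library in place of a pair.

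Where a difference of 2 libraries was enough, the lost and gained counts rose for Cul4 after *eff* (1078 to 3498 and 0 to 45) and *cul4* knockdown (766 to 1713 and 9 to 51), for CP190 after *eff* (77 to 707 and 14 to 37) and *cul4* knockdown (142 to 1029 and 4 to 20), and for Su(Hw) after *eff* (54 to 175 and 12 to 66) and *cul4* knockdown (301 to 720 and 2 to 12). With summits within 250 bp joined, gained counts were 1 for Cul4 after *eff* and 36 after *cul4* knockdown, 25 and 40 for CP190, and 12 for Su(Hw) after *cul4* knockdown. At a −log10 q of at least 20, 509 Cul4 regions were lost after *cul4* knockdown. With the same number of peaks per library, gained CP190 regions were 51 after *eff* and 93 after *cul4* knockdown, gained Su(Hw) regions 45 and 41, and Su(Hw) regions lost after *cul4* knockdown 57.

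With 1 library left out, lost and gained counts were 1078 to 3065 and 0 to 40 for Cul4 after *eff* knockdown, 10 to 28 gained for Cul4 after *cul4* knockdown, 79 to 653 and 14 to 28 for CP190 after *eff* knockdown, 142 to 679 and 4 to 12 for CP190 after *cul4* knockdown, 56 to 103 and 12 to 38 for Su(Hw) after *eff* knockdown, and 310 to 471 and 2 to 5 for Su(Hw) after *cul4* knockdown. With the 5000, 3000 and 1500 strongest peaks, gained CP190 regions were 85, 69 and 72 after *eff* and 108, 78 and 62 after *cul4* knockdown, and CP190 regions lost after *cul4* knockdown were 80 with the 1500 strongest. With the 3000 and 1500 strongest, Su(Hw) regions lost were 35 and 34 after *eff* and 60 and 58 after *cul4* knockdown, and those gained 36 and 33, and 38 and 43.

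The odds ratio of changed CP190 regions at Cul4 sites (0.803) was 0.393 with a difference of 2 libraries, 0.648 at a −log10 q of at least 20, 0.415 with the same number of peaks, 0.415 to 0.847 with 1 library left out, 0.573 with the 5000 strongest and 1.09 with the 3000 strongest peaks. For regions lost after *eff* knockdown (36.4%) the share at Cul4 sites was 20.7% with a difference of 2 libraries, 19.4% at a −log10 q of at least 20, 30.9% with joined summits, 19.3 to 39.8% with 1 library left out, and 24.7 and 37.9% with the 5000 and 1500 strongest. For those gained (0%) it was 41.2, 53.6 and 45.8% with the 5000, 3000 and 1500 strongest. For regions lost after *cul4* knockdown (38.0%) it was 21.0% with a difference of 2 libraries, 25.4% at a −log10 q of at least 20, 22.6% with the same number of peaks, 32.7% with joined summits, 22.7 to 38.9% with 1 library left out, and 27.7 and 47.9% with the 5000 and 3000 strongest. For those gained (0%) it was 5.00, 15.1 and 40.0% with a difference of 2 libraries, the same number of peaks and joined summits, and 21.3 and 19.4% with the 5000 and 1500 strongest.

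The share of CP190 regions at Su(Hw) sites was 40.0, 43.5 and 53.0% with the 5000, 3000 and 1500 strongest peaks for those lost after *eff* knockdown (13.0%), and 44.4% with the 1500 strongest for those gained (7.14%). For those gained after *cul4* knockdown (0%) it was 20.0% with joined summits, 0 to 20.0% with 1 library left out, and 56.4 and 77.4% with the 3000 and 1500 strongest. Su(Hw) was lost with CP190 after *eff* knockdown (50.0%) at 2.94, 3.33 and 0% with the 5000, 3000 and 1500 strongest, and after *cul4* knockdown (64.3%) at 4.35% with the 1500 strongest. It was gained with CP190 after *eff* knockdown (0%) at 18.8% with the same number of peaks.

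Odds ratios turned for Cul4 and Su(Hw) at 1 promoter (0.924, and 1.02 at a −log10 q of at least 20), hemocyte genes with CP190 (0.704, and 1.03 with the other promoter definition), Hox genes with Cul4 (0.649, and 1.08 with it), germline genes with Cul4 (1.17, and 0.957 in 2 of 3 libraries) and heat shock genes with CP190 (0.576, and 1.17 in 2 of 3 libraries, or 0.577 to 1.17 with 1 library left out). At Cul4 sites, the odds ratio of the Su(Hw) motif (1.82) was 2.01 with a window of 250 bp, 0.992 with 1 mismatch and 1.75 to 1.92 with 1 library left out, that of the CTCF-like sequence (3.15) 1.05 with 1 mismatch, that of the GAGA motif (1.42) 1.25 at a −log10 q of at least 20, and that of BEAF-32 (9.71) 1.11 against promoters.

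Of the 20 motif tests at changed CP190 regions, 1 passed, and 2 with 1 mismatch, 1 to 7 with 1 library left out, and 2 and 5 with the 5000 and 3000 strongest peaks. The Su(Hw) motif in regions lost after *eff* knockdown (6.67%) was at 14.7% with 1 mismatch, 6.25 to 8.96% with 1 library left out, and 23.2 and 19.7% with the 3000 and 1500 strongest. In regions gained after *eff* knockdown (7.14%) it was at 5.88, 5.80 and 22.2% with the 5000, 3000 and 1500 strongest, and in regions lost after *cul4* knockdown (2.86%) at 10.0% with the 1500 strongest. The M1BP motif in regions lost after *eff* knockdown (6.67%) was at 9.84% at a −log10 q of at least 20, 7.25% with the 3000 strongest and 4.02 to 7.53% with 1 library left out, and in those lost after *cul4* knockdown (4.29%) at 5.79 and 3.75% with the 3000 and 1500 strongest and 2.87 to 4.29% with 1 library left out. The BEAF-32 motif in regions lost after *eff* knockdown (10.7%) was at 10.7% with a window of 250 bp, where kept regions had more, and 5.88 and 1.52% with the 5000 and 1500 strongest, and in those lost after *cul4* knockdown (9.29%) at 10.0% with a window of 250 bp, 20.0% with 1 mismatch and 6.97 to 9.93% with 1 library left out. In regions gained after *cul4* knockdown (0%) the Su(Hw) motif was at 21.8 and 40.3% with the 3000 and 1500 strongest and 0 to 16.7% with 1 library left out.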

Differences from the paper's values

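The paper's counts of changed sites come from DiffBind on reads at an FDR of 0.05 with any fold. The counts here come from calls lost or gained in all 3 libraries, so the thresholds and the measure differ. A gained region has no call in any control library. A rise in signal at a site already called in control cells can count as increased in the paper and not as gained here. Values are called apart where one is more than 1.5 times the other, or where odds ratios lie on both sides of 1, and near otherwise. This is a set tolerance and not a test. The cause of the differences below was not tested.

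After *cul4* knockdown, the paper gives 2624 reduced Cul4 sites and the calls gave 766. Every other setting tried stayed apart from the paper's value, the nearest giving 1713 where a difference of 2 libraries was enough. For CP190 after *eff* knockdown, the paper gives 804 decreased and 1161 increased sites, against 77 and 14 here. The decreased count came near the paper's where a difference of 2 libraries was enough (707) and without control replicate 2 (653), under no other setting, and the increased count under none. After *cul4* knockdown, the paper gives 975 decreased and 1425 increased CP190 sites, against 142 and 4 here. A difference of 2 libraries (1029) and leaving out control replicate 2 (679) brought the decreased count near the paper's, the other alternatives did not, and none did so for the increased count, for which the same number of peaks per library gave 93.

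Of the CP190 sites decreased after *cul4* knockdown, the paper places 18% at Su(Hw) sites and the calls 7.75%. A difference of 2 libraries (22.6%), the same number of peaks per library (23.2%) and leaving out control replicate 2 (14.7%) came within 1.5 times of the paper's value, and the other alternatives did not, with 29.8% without *cul4* knockdown replicate 1. Of the increased ones, the paper places 54% at Su(Hw) sites and the calls 0% (0 of 4). The same number of peaks per library (36.6%) came within 1.5 times of the paper's value though below it, and the other settings chosen beforehand did not. With the 5000, 3000 and 1500 strongest peaks of each library, chosen after seeing the values, the share was 42.6, 56.4 and 77.4%. Kept regions were then at 44.9, 50.4 and 47.6%. For increased Su(Hw) sites after *cul4* knockdown, the paper has about 480 (Fig. S6G, read by eye) and the calls gave 2, with every alternative apart from the paper's value.

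The paper gives an odds ratio of 1.2 for changed CP190 sites at Cul4 sites (Fig. 5C), and the calls gave 0.803. All settings chosen beforehand lie below 1 and so apart from it. Of the cuts chosen after seeing the values, the 3000 strongest peaks of each library gave 1.09 (Fisher's exact p = 0.507). The 5000 strongest gave 0.573 and the 1500 strongest 0.867. The M1BP motif is at about 21% of Cul4 sites in Fig. 3E, read by eye, and was at 7.79% here. A window of 250 bp (14.1%) and 1 mismatch (21.9%) came within 1.5 times of the paper's value, and the other alternatives did not. The BEAF-32 motif is at about 18% in Fig. 3E, read by eye, and was at 4.88% here, where only 1 mismatch (14.9%) came within 1.5 times.

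Some directions differ too. The paper reports more increased than decreased CP190 sites after either knockdown. Fig. S6G, read by eye, has more increased than decreased Su(Hw) sites after *cul4* knockdown. Lost regions outnumbered gained ones here in each case, but rises at sites already called in control cells cannot enter the gained count. The margin depends on the setting. For CP190 after *cul4* knockdown it was 155 lost and 93 gained with the same number of peaks per library and 74 and 26 with thinned libraries. For Su(Hw) after *cul4* knockdown it was 57 and 41 with the same number of peaks and 150 and 3 with thinned libraries. With the 5000, 3000 and 1500 strongest peaks, chosen after seeing the values, CP190 after *eff* knockdown had 85, 69 and 66 lost and 85, 69 and 72 gained regions. A fixed number of peaks per library pushes lost and gained counts towards balance, since a peak that leaves a list is replaced by another. Counts with the same number of peaks or the strongest peaks therefore cannot decide the direction. The paper reports M1BP and BEAF-32 motifs as enriched in decreased CP190 sites, by HOMER with default settings. Here neither was past the threshold as more frequent than in kept regions under any setting, which is another comparison. Kept regions carried both motifs too (7.38 and 7.73% for *eff* knockdown), against 0.380 and 0.485% of windows beside CP190 sites in control cells. Lost regions held them at 4.29 to 10.7%, so these values do not contradict an enrichment over other DNA. Without control replicate 2 the M1BP motif was rarer in lost regions after both knockdowns (4.02% against 7.46% and 3.56% against 7.55%). It reports the Su(Hw) motif as enriched in CP190 sites increased after *cul4* knockdown, and none of the 4 gained regions held it here, too few to detect a difference. With the 3000 and 1500 strongest peaks, chosen after seeing the values, the motif was in 21.8 and 40.3% of gained regions, against 20.9 and 17.7% of kept ones, the paper's direction. It reports changed CP190 sites as enriched at Cul4 sites, and here their share at Cul4 sites was 31.7%, against 36.6% of kept ones (Fisher's exact p = 0.185). The changed regions here include gained ones, which by rule have no CP190 call in control cells, and this lowers the share.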

Other observations

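Other gene lists were each tested in control cells against all other genes, 1 protein at a time. Nuclear lamina and pore genes carried Cul4 at 9 of 15 promoters (adjusted Fisher's exact p = 0.0145) and CP190 at 11 of 15 (0.0367), and proteasome genes carried CP190 at 31 of 48 (0.0032). Chorion and vitelline genes, which are active in the ovary, carried Cul4 at 0 of 15 promoters (adjusted exact p = 0.0405), CP190 at 4 and Su(Hw) at 3. At a −log10 q of at least 20, the Cul4 calls for nuclear lamina and pore genes (odds ratio 4.39 to 1.98, adjusted exact p = 0.389) and for chorion and vitelline genes (0.121) ended. Mitochondrial ribosomal protein genes carried Cul4 at 24 of 73 promoters (adjusted exact p = 0.304) and Su(Hw) at 0 of 73 (lower, 0.025). CP190 was rare at odorant and gustatory receptor genes (14 of 119, adjusted exact p = 1.9e-10) and cuticle protein genes (13 of 93, 3.7e-07), while Su(Hw) was at 6 and 10 of them. Hox, muscle, germline and heat shock genes passed for none of the 3 proteins, with Cul4 at 2 of 11, 2 of 16, 4 of 14 and 8 of 18 promoters, CP190 at 2, 2, 9 and 5, and Su(Hw) at none. At a −log10 q of at least 20, Cul4 passed at heat shock genes (odds ratio 3.17, adjusted exact p = 0.0431).

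CP190 promoters were most frequent among cell cycle genes (23 of 25, adjusted Fisher's exact p = 4.8e-07), insulator protein genes (20 of 23, 2.0e-05), cytoplasmic ribosomal protein genes (77 of 91, 5.4e-17) and ubiquitin pathway genes (24 of 29, 1.6e-05). Su(Hw) was at 0, 1, 5 and 3 genes of these lists. The *su(Hw)* gene carried CP190 and Su(Hw) at its promoter in all 3 treatments. After *cul4* knockdown, mitochondrial ribosomal protein genes kept CP190 at 39 of 54 promoters (other genes 83.7%, adjusted exact p = 0.337) and cytoplasmic ones at 73 of 77 (other genes 83.5%, 0.0887), neither past the threshold. Among ubiquitin pathway genes, *lwr*, *pic*, *Cul2*, *CSN3* and *CSN7* were no longer called for Cul4 in all 3 libraries after either knockdown, and *ago*, *Cul5*, *Sumo*, *Ubi-p63E* and *l(2)dtl* kept it after *cul4* knockdown. The collagen gene *vkg*, *SPARC* and *Tig* were the hemocyte genes that did not keep it there in all 3 libraries.

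Su(Hw) changed little after *eff* knockdown, with 54 of 3718 regions called in the controls lost, and 12 others gained. Lost ones lay nearest to the TSSs of CR40182 (69656 bp away), *CG14448*, *mthl3* and *barr* (16138 bp away). The gained one with the highest rank (3L, 1447875 to 1448284) was nearest to *SA2*, a gene of a cohesin subunit, 10208 bp away. A Su(Hw) region was also gained there after *cul4* knockdown. With all libraries thinned to the lowest background, 26 Su(Hw) regions were lost and 18 gained after *eff* knockdown. CP190 then had 72 lost and 15 gained regions after *eff* knockdown and 74 lost and 26 gained after *cul4* knockdown.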
